# European Corn Borer (*Ostrinia nubilalis*) Induced Responses Enhance Susceptibility in Maize

**DOI:** 10.1371/journal.pone.0073394

**Published:** 2013-09-02

**Authors:** Nicole J. Dafoe, James D. Thomas, Paul D. Shirk, Michelle E. Legaspi, Martha M. Vaughan, Alisa Huffaker, Peter E. Teal, Eric A. Schmelz

## Abstract

Herbivore-induced plant responses have been widely described following attack on leaves; however, less attention has been paid to analogous local processes that occur in stems. Early studies of maize (*Zea mays*) responses to stem boring by European corn borer (ECB, *Ostrinia* *nubilalis* ) larvae revealed the presence of inducible acidic diterpenoid phytoalexins, termed kauralexins, and increases in the benzoxazinoid 2-hydroxy-4,7-dimethoxy-1,4-benzoxazin-3-one-glucose (HDMBOA-Glc) after 24 h of herbivory. Despite these rapidly activated defenses, larval growth was not altered in short-term feeding assays. Unexpectedly, ECB growth significantly improved in assays using stem tissue preconditioned by 48 h of larval tunneling. Correspondingly, measures of total soluble protein increased over 2.6-fold in these challenged tissues and were accompanied by elevated levels of sucrose and free linoleic acid. While microarray analyses revealed up-regulation of over 1100 transcripts, fewer individual protein increases were demonstrable. Consistent with induced endoreduplication, both wounding and ECB stem attack resulted in similar significant expansion of the nucleus, nucleolus and levels of extractable DNA from challenged tissues. While many of these responses are triggered by wounding alone, biochemical changes further enhanced in response to ECB may be due to larval secreted effectors. Unlike other Lepidoptera examined, ECB excrete exceedingly high levels of the auxin indole-3-acetic acid (IAA) in their frass which is likely to contact and contaminate the surrounding feeding tunnel. Stem exposure to a metabolically stable auxin, such as 2,4-dichlorophenoxyacetic acid (2,4-D), promoted significant protein accumulation above wounding alone. As a future testable hypothesis, we propose that ECB-associated IAA may function as a candidate herbivore effector promoting the increased nutritional content of maize stems.

## Introduction

Induced defense responses often protect plants against insect herbivory, but in some cases insects modify these responses by manipulating the plant to produce more optimal feeding sites [1–4]. Within 24 h, maize stem feeding by the European corn borer (ECB, *Ostrinia* *nubilalis* ) rapidly induces the local accumulation of defensive compounds such as benzoxazinoids and the kauralexin family of diterpenoid phytoalexins [5]. These defenses do not appear to affect the short-term growth of ECB, which are one of the most devastating pests of maize [5,6]. Larvae typically progress by first feeding on whorl tissue and then tunneling into the stalk where they disrupt vascular transport and facilitate pathogen entry [7]. The long-term accumulation of inducible biochemical defenses has the potential to deter ECB feeding [8]. However, it is also possible that ECB larvae possess mechanisms to overcome defense responses and flourish in nutrient poor tissue.

Currently there are no large-scale studies identifying differentially regulated genes or proteins in maize stems following ECB feeding. In previous foliar studies, the quantities of defensive proteins such as a maize protease inhibitor (MPI) and cysteine protease (MIR1-CP) increased in response to damage caused by various leaf-feeding insects [9–11]. Protease inhibitors (PIs) bind to and inhibit the activity of proteases in insect guts, thereby decreasing the nutritional value of the plant tissue [12]. In maize leaves, MPI is strongly induced at the gene and protein levels in response to wounding and Egyptian cottonworm ( *Spodoptera* *littoralis* ) feeding [10]. Recombinant MPI can effectively inhibit multiple insect gut proteases and when over-expressed in rice results in decreased growth of the striped stem borer ( *Chilo* *suppressalis* ) [10,13]. The protease, MIR1-CP, is also strongly up-regulated in maize whorl tissue in response to fall armyworm ( *Spodoptera* *frugiperda* ) feeding [9,10]. Opposite of MPI, MIR1-CP functions by physically disrupting the larvae’s peritrophic matrix which severely inhibits subsequent growth [14,15].

During herbivory, plants respond to mechanical damage caused by feeding and can additionally react to effectors found in the insect’s oral secretions (OS) [16–18]. Numerous effectors including polypeptides and modified fatty acids that elicit plant defense responses have been identified. For example, a fatty acid-amino acid conjugate, *N*-(17-hydroxylinolenoyl)-L-glutamine termed volicitin, was identified as a potent defense elicitor from beet armyworm ( *Spodoptera* *exigua* ) OS [19]. Similarly, inception-related peptides derived from ATP synthase γ-subunit (cATPC) proteins present in fall armyworm OS activate defenses in cowpea (*Vigna unguiculata*) and the common bean (*Phaseolus vulgaris*) at concentrations as low as 1 fmol leaf^-1^ [20,21]. In contrast, some insect effectors, such as glucose oxidase (GOX) and the cATPC derived peptide Vu-In^-A^, can suppress or antagonize plant defense elicitation [22,23]. Corn earworm ( *Helicoverpa* *zeae* ) larvae secrete GOX while feeding on tobacco (*Nicotiana tabacum*) leaves which in-turn functions to block the wound-induced accumulation of toxic nicotine [22]. Recently *S* *. littoralis* and *Pieris* *brassicae* OS were also found to suppress wound-induced responses in Arabidopsis (*Arabidopsis thaliana*) leading to increased larval growth [3]. To collectively consider these divergent physiological activities, Hogenhout and Bos have recently proposed a broad definition of effector that encompasses “all pathogen/pest proteins and small molecules that alter host-cell structure and function. These alterations may trigger defense responses induced by avirulence factors, elicitors, microbial/pathogen/herbivore-associated molecular patterns or promote infection or both.” [24]. This broad conceptual framework is useful given that closely related biochemicals in naturally occurring elicitor mixtures can also antagonize defense activation [23].

Insect-derived elicitors commonly trigger the synthesis of phytohormones such as jasmonic acid (JA) and ethylene (ET) that subsequently regulate the production of biochemical defenses including volatiles [25,26]. Consistent with this pattern, both JA and ET were produced rapidly in response to ECB feeding and the combination of these hormones differentially regulated benzoxazinoids in maize stem tissue [5]. Several additional phytohormones are also involved in regulating defense responses, including salicylic acid (SA) and indole-3-acetic acid (IAA), both which are generally considered antagonists of JA signaling [27]. SA signaling is associated with protection against biotrophic pathogens while IAA regulates an array of complex roles in development [28,29]. In tobacco ( *Nicotiana* *sylvestris* ), exogenous IAA suppresses the wound-induced production of JA and subsequent accumulation of induced defenses such as nicotine [30]. Upon damage, levels of IAA commonly decrease while JA levels increase [31,32]. Likewise, inhibitors of endogenous auxin transport can result in similar increases in nicotine accumulation [33]. The down-regulation of auxin signaling is an important component of plant resistance to bacteria whereas exogenous application of stable auxin analogs, such as 2,4-dichlorophenoxyacetic acid (2,4-D), increase disease susceptibility [34]. Curiously, in contrast to typical wound or herbivore-induced responses, recent characterization of ECB attack on maize stems demonstrated rapid and sustained accumulation of both JA and IAA in damaged tissues [5].

In young maize leaves, ECB resistance has been strongly correlated to increased levels of the benzoxazinoid, 2,4-dihydroxy-7-methoxy-1,4-benzoxazin-3-one (DIMBOA) [35]. Much less is known about resistance in maize stalks, although it appears to be associated with cell wall composition [35]. Our previous short-term 24 h study demonstrated no inducible defense-related growth inhibition for ECB established in maize stalks [5]. To better understand the molecular and biochemical mechanisms involved in maize stem responses to sustained ECB attack over 48 h, we investigated changes in biochemical defenses, nutritive quality of tissues and how these changes affected further insect growth. We quantified kauralexins, benzoxazinoids, simple carbohydrates, lipids, gene transcript levels, and proteins to determine which are differentially regulated during ECB stem attack. We also detected changes in cellular structure that occur in challenged tissues. While chemical defenses were significantly higher in ECB damaged tissue, larval performance significantly increased. ECB-damaged tissue was more nutritious than control stem tissues, containing greater quantities of proteins, sucrose, and free linoleic acid. To explore mechanisms of how ECB may influence maize stem responses, insect OS and frass contents were chemically analyzed and resulted in the identification of IAA as a major component of these secretions and excretions. Treatment of maize with the metabolically stable synthetic auxin, 2,4-dichlorophenoxyacetic acid (2,4-D), locally elevated total protein levels supporting the hypothesis that ECB-associated IAA may function as a candidate effector promoting the increased the nutritional value of stems.

## Results

### ECB Stem Attack Triggers Maize Responses

To examine if maize defense-related compounds continue to increase with extended periods of herbivory, levels of benzoxazinoids and kauralexins were compared between stem tissues that were left untreated, wounded with a cork borer, or previously ECB-damaged for 48 h. To simplify presentation, we define maize stems damaged by ECB for 48 h as larval-conditioned tissue (LCT). Although there was no significant difference in the levels of DIMBOA-Glc (2,4-dihydroxy-7-methoxy-1,4-benzoxazin-3-one)-β-D-glucopyranose) between control, wound, and LCT treatments, the benzoxazinoid, HDMBOA-Glc (2-(2-hydroxy-4,7-dimethoxy-1,4-benzoxazin-3-one)-β-D-glucopyranose), was detected at significantly elevated levels in wounded tissue and LCT (Figure 1A). While HDMBOA-Glc was undetectable in control tissue, approximately 3.6 µg g^-1^ FW was present in LCT. Moreover, LCT contained 3.7-fold greater HDMBOA-Glc levels than wounded tissue. Total benzoxazinoid concentrations were 3.6-fold and 1.6 fold greater in LCT compared to control and wounded tissue, respectively. HDMBOA is recognized as a highly reactive benzoxazinoid that is not susceptible to detoxification via larval re-glycosylation [36]. Similarly, A- and B-series kauralexins, constituting acidic diterpenoid phytoalexins based on *ent*-kaurane and *ent*-kaur-15-ene hydrocarbon skeletons, respectively, were also significantly increased in LCT (Figure 1B). Total kauralexin concentrations in LCT were 50-fold greater than controls and 6.3-fold higher than wounded tissues. At 48 h, the total levels of both benzoxazinoids and kauralexins exceeded those previously reported at 24 h, which were 1.4 µg g^-1^ FW and 0.23 µg g^-1^ FW respectively [5].

**Figure 1:**
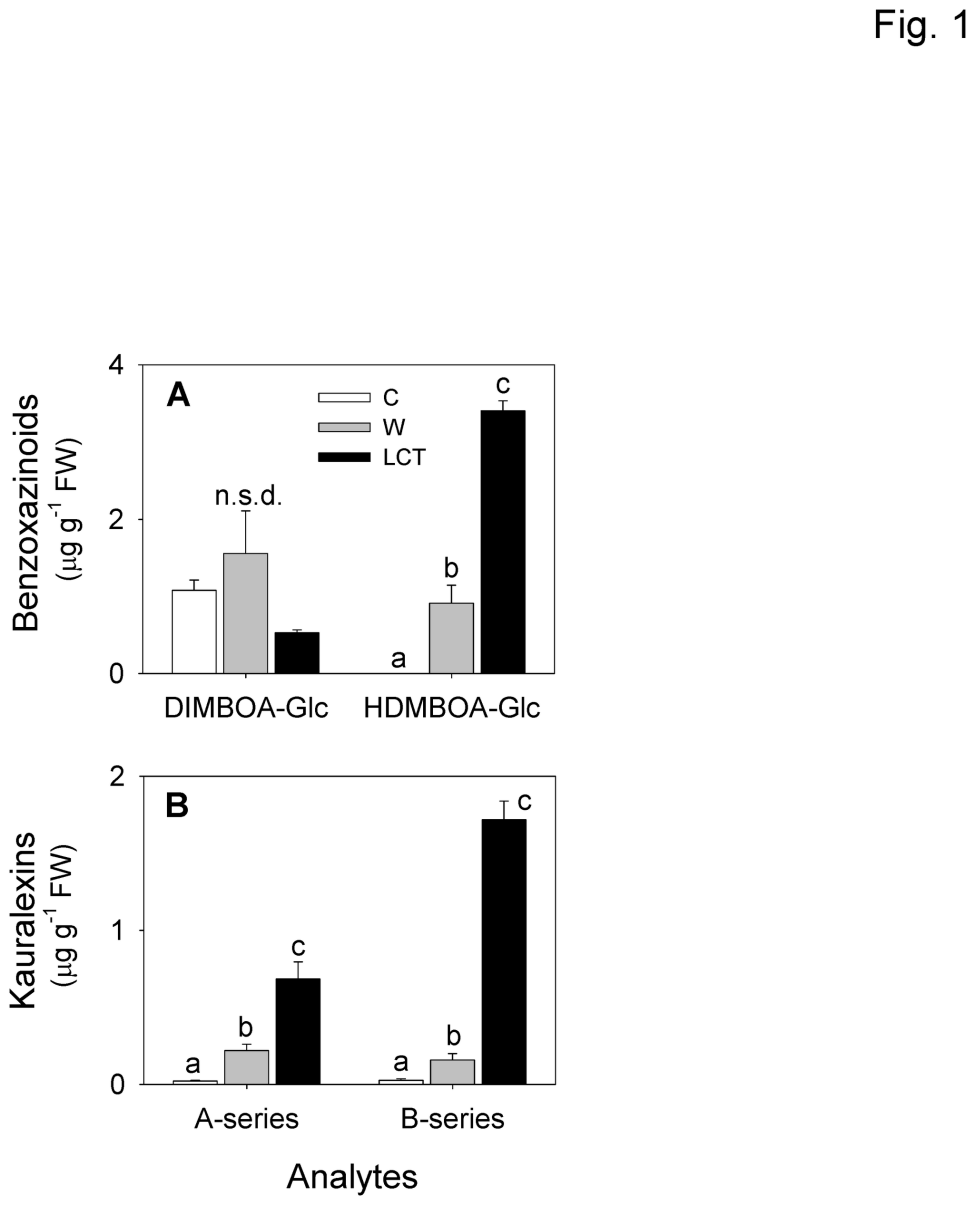
ECB herbivory elicits the accumulation of benzoxazinoids and terpenoid phytoalexins in maize stem tissues. Average quantities (*n* = 3, +SEM) of **A**, 2,4-dihydroxy-7-methoxy-1,4-benzoxazin-3-one)-β-D-glucopyranose (DIMBOA-Glc) and 2-(2-hydroxy-4,7-dimethoxy-1,4-benzoxazin-3-one)-β-D-glucopyranose (HDMBOA-Glc) and **B**, combined totals of kauralexin A and B series diterpenoid phytoalexins in control (white bars), wound (grey bars) and larval-conditioned tissue (LCT, black bars) after 48 h. No significant difference (n.s.d) indicates ANOVA *P* > 0.05. Different letters (a–c) represent significant differences (all ANOVAs *P* < 0.01; Tukey test corrections for multiple comparisons, *P* < 0.05).

### ECB Herbivory Increases the Nutritional Value of Maize Stem Tissue and Promotes Larval Growth

To determine if maize defenses induced at 48 h are sufficient to reduce ECB growth, we conducted a preliminary experiment with ECB larvae (previously reared on diet) supplied with control and LCT stems for 24 h. Average (n=18, ±SEM) percent mass gain of larvae on LCT was significantly greater than those supplied with previously untreated control stems (Figure S1A). To better understand the role of mechanical damage alone, the 24 h ECB growth assay (n=11) was repeated using control, wound and LCT tissues. Larval mass increased by 25% after 24 h of feeding on control tissues; however, when provided wounded tissue and LCT, larval mass significantly increased by 47% and 73%, respectively (Figure 2A). Similarly, average (n=11, ±SEM) larval Relative Growth Rates (RGR) demonstrate that control, wounded and LCT diets supported 0.132+0.024, 0.232+0.023, and 0.322+0.017 g g^-1^ d^-1^ of insect growth, respectively. Larvae also consumed nearly 2-fold greater amount of LCT as compared to control tissue; however, this was not significantly different from wounded tissue (Figure 2B). The amount of frass larvae excreted also differed depending on the tissue supplied. When comparing dry frass weights, larvae on LCT diets defecated 2.7-fold and 1.5-fold more than those supplied with control and wounded tissue, respectively (Figure 2C).

**Figure 2:**
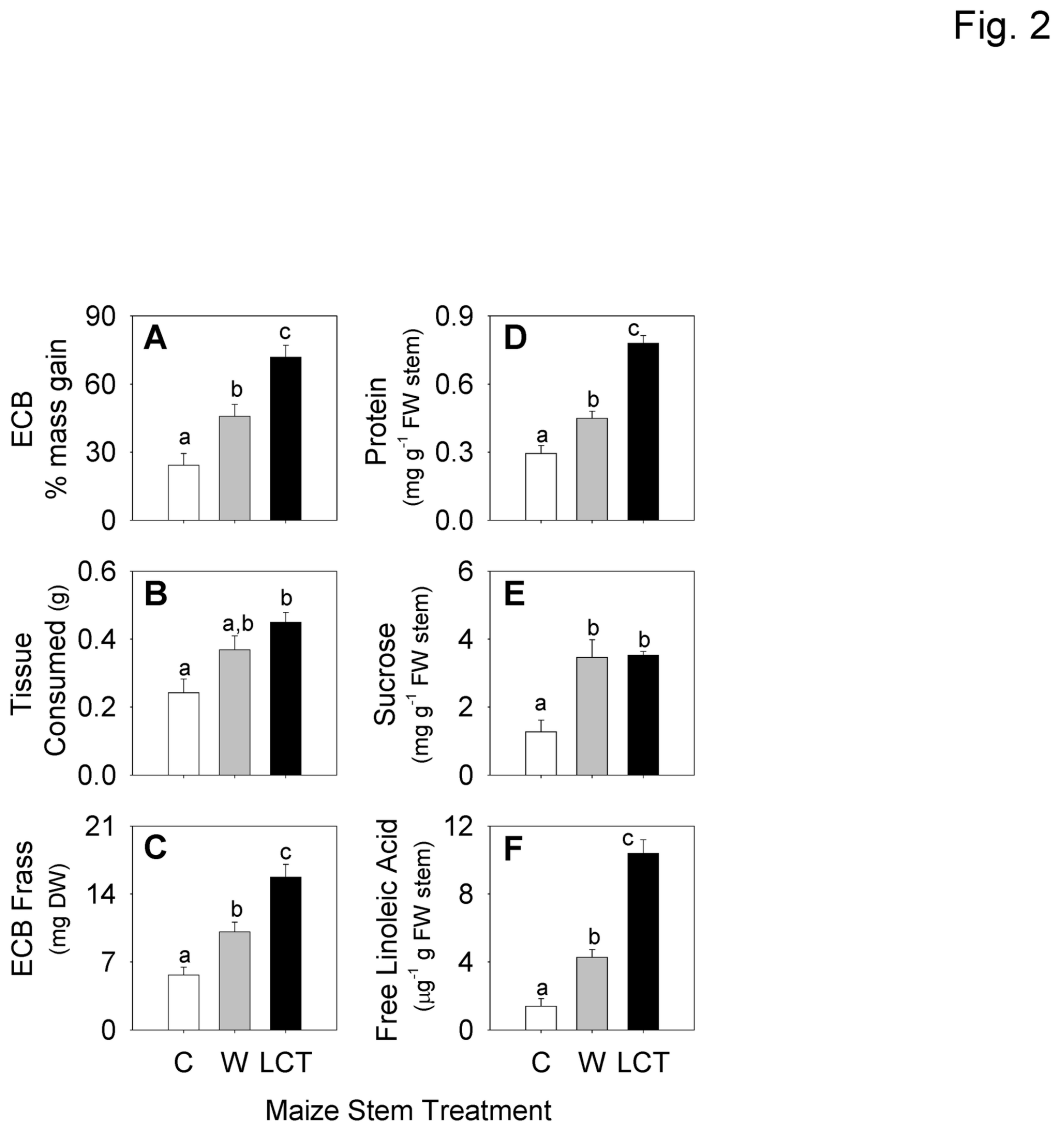
ECB stem herbivory improves host plant quality and subsequent larval growth. **A**, Average (*n* = 11, +SEM) percent mass gain; **B**, tissue consumed and; **C**, frass production for ECB larvae fed for 24 h on stems that were previously treated as control (C), wound (W), or ECB larval-conditioned tissue (LCT) for 48 h. Average (*n* = 6, +SEM) **D**, total soluble stem protein; **E**, sucrose and; **F**, free linoleic acid in comparable 48 h control, wound, and LCT stem tissues. Different letters (a–c) represent significant differences (all ANOVAs *P* < 0.01; Tukey test corrections for multiple comparisons, *P* < 0.05).

ECB larvae provided LCT utilized food more efficiently, as determined by the nutritional indices, efficiency of converted digested food (ECD) and efficiency of ingested food (ECI). Both indices for larvae on LCT were 2-fold greater than respective larvae supplied with control tissues (Table 1). As a potential subtle indicator for defense activation, approximate digestibility (AD) decreased 1.8% in LCT (Table 1). The ECD, ECI, and AD values for ECB given wounded tissue were intermediate between those provided control tissue or LCT (Table 1). When comparing the amount of tissue consumed relative to increased larval mass, larvae supplied with wounded tissue and LCT consumed significantly less than those given control tissue. The consumptive index (CI) was 2.1- and 2.5-fold lower for ECB provided wounded tissue and LCT, respectively (Table 1). As a whole, we interpret the increased larval growth, feeding and above nutritional indices as insect-induced susceptibility in LCT.

**Table 1:** Nutritional indices for ECB larvae on maize stems.

Nutritional Index	Control	Wound	LCT
ECD	0.023 ± .006	0.036 ± .004	0.050 ± .005*
ECI	0.023 ± .005	0.035 ± .004	0.048 ± .005*
AD	0.981 ± .003	0.973 ± .003	0.964 ± .003*
CI	59.286±10.324	28.937 ± 2.907*	23.551 ± 2.985*

Maize stems were either untreated (Control), wounded with a cork borer (Wound) only or additionally infested with an ECB larva for 48 h (LCT). Stem tissues were removed and provided to new larvae for 24 h growth analyses including efficiency of conversion of absorbed food (ECD), efficiency of conversion of ingested food (ECI), approximate digestibility (AD) and consumption index (CI).

* Asterisk denote significant differences from control tissue (*n* = 11 ±SEM; all ANOVAS *P* < 0.01; Tukey test corrections for multiple comparisons, *P* < 0.05).

To assess the nutritional content of theses tissues, quantities of protein, carbohydrates (sucrose, glucose, and fructose) and free fatty acids were measured. At 48 h the total quantity of soluble protein in LCT was 2.6-fold and 1.7-fold greater than control and wounded tissues, respectively (Figure 2D). Interestingly, at 24 h, there was no significant difference in protein quantity between the three treatments (Figure S1B). Given that significant protein increases occur in stems between 24 and 48 h during ECB herbivory, short-term (24 h) feeding studies with excised stems (control and LCT) are well suited for capturing this interaction. When comparing quantities of simple carbohydrates, levels of glucose and fructose did not significantly differ among the three treatments. However, sucrose levels increased nearly 2-fold in both wounded tissues and LCT (Figure 2E and Figure S1C). There were no significant differences observed for the free fatty acids, stearic acid (18:0), oleic acid (18:1), or linolenic acid (18:3) (Figure S1D). However, levels of linoleic acid (18:2) in LCT were 6.9-fold and 2.4-fold greater than control and wounded tissues, respectively (Figure 2F).

### Defense Gene Expression and Proteins are Upregulated in Response to ECB Attack

Although there was a significant total soluble protein increase in LCT, it was unclear if this was due to an increase in transcription and translation of a broad based set of proteins or a highly specific subset. Affymetrix microarray analysis, covering 13,339 genes, revealed a total of 2,028 genes differentially regulated in LCT as compared to untreated control tissue (Table 1, Table S1). 

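RNA of the internal, non-photosynthetic tissue of stem internodes was hybridized to Affymetrix maize genome arrays, with 3 arrays for control stems and 3 for LCT, in which ECB larvae had tunneled for 48 h. Every array carried RNA pooled from 3 plants of the variety Golden Queen. The deposited data hold 17734 intensities per array on a linear scale, which the authors had normalized and summarised to 1 value per probe set. The paper's text does not name that procedure. Intensities ranged from 6.13 to 22253, and the median of an array lay between 223 and 236. For the comparison, log2 was taken, the 113 Affymetrix control probe sets were left out, and the other 17621 were tested with limma, with p-values adjusted by Benjamini-Hochberg over these probe sets. A probe set was called up- or down-regulated at an adjusted p under 0.05 and a change of at least 2-fold. Members of the gene lists from annotation were counted as risen or fallen at an adjusted p under 0.05, without a fold threshold. The p-values measure the spread between samples of pooled plants, and the number of arrays limits the precision. Across the probe sets, which are not independent replicates, the log2 intensities of control replicates 1 and 3 correlated at 0.996 (Pearson). Control replicate 2 stood apart, at 0.956 with control replicate 1 and 0.961 with control replicate 3, while the LCT arrays correlated with each other at 0.991 to 0.995 and control with LCT arrays at 0.903 to 0.919. The difference between the 3′ and 5′ control probe sets of a transcript, which rises when RNA is degraded, was 3.15 to 3.71 on the log2 scale for actin over all arrays. For ef1a it was 3.31 to 3.54 in control tissue and 2.49 to 2.88 in LCT, and for gapdh it was 0.74 to 0.88 in control tissue and 0.94 to 1.11 in LCT.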

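In LCT, 1407 probe sets were up-regulated and 1249 were down-regulated. Endochitinase A, an enzyme that degrades chitin, had the largest rise of all probe sets, from 24.3 ± 5.61 (SD, n = 3) in control tissue to 14494 ± 578 (SD, n = 3) in LCT, a log2 change of 9.24 (standard error 0.17, adjusted p = 2.8e-06 from limma). A Bowman-Birk type trypsin inhibitor rose by 9.23 on the log2 scale (adjusted p = 2.2e-06 from limma). Large rises were also those of a gene titled O-methyltransferase ZRP4 at 8.89, xylanase inhibitor protein 1, which acts on microbial cell wall enzymes, at 8.86, and a defence-related protein of the Barwin superfamily at 8.59. A hypothetical protein (LOC100275716) rose by 8.49, a putative Bowman-Birk serine protease inhibitor (LOC100037814) and the pathogenesis-related protein gene pr5 by 8.48 each, and a receptor kinase associated with BRASSINOSTEROID INSENSITIVE 1 by 8.40. Among the annotated genes that fell, bx1, which encodes the indole-forming lyase at the first step of benzoxazinoid synthesis, went from 9025 ± 1530 (SD, n = 3) in control tissue to 220.4 ± 45.8 (SD, n = 3) in LCT, a log2 change of -5.36 (standard error 0.20, adjusted p = 3.1e-05 from limma). The soluble invertase gene ivr2 fell from 11966 ± 1542 (SD, n = 3) in control tissue to 813 ± 438 (SD, n = 3) in LCT, a log2 change of -4.02 (adjusted p = 0.00113). Log2 changes were -4.28 for zrp4 (another gene than the one of that title above), -4.03 for the MADS-box gene m15 and -4.02 for GR2b. Of the annotated genes, gar2 had the lowest value, -5.99, from intensities of 18211 and 17577 in control replicates 1 and 3 but 1895 in control replicate 2, without which the change was -7.07. For falls, names came only from the platform annotation and Table S2, because the rows of Table S1 at hand stop at a fold of 1.93. Of 17734 probe sets, 16281 had no platform symbol, so larger falls of unnamed probe sets would not appear here. LPE1 (-4.32, adjusted p = 0.0424) and the beta-expansin gene expB7 (-4.13, adjusted p = 0.026) fell too, but both calls ended without control replicate 3 or any single LCT array, as did that of LPE1 without control replicate 1, at adjusted p between 0.0523 and 0.131. The control means of the genes with the largest rises lie near the low end of the scale, where the 5th percentile of an array was 10.9 to 11.4, so their folds rest on weak control signals. Without control replicate 2, 1561 probe sets were up-regulated and 1665 were down-regulated, of which 1332 and 1101 are among the probe sets given above.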

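Probe sets for pathogenesis-related proteins, protease inhibitors, glutathione S-transferases, histones and ribosomal proteins were higher in LCT than in control tissue, with the largest changes among the defense genes. All 24 pathogenesis-related probe sets of Table S2 were up-regulated, and so were all 13 for protease inhibitors, 18 of 19 for glutathione S-transferases, all 46 for chromatin remodeling and 23 of 25 for protein synthesis. These counts are of probe sets and not of separate genes, since several share an annotation, such as those for glutathione transferase31 or histone H4. Because the study chose the members of these categories on these arrays, their direction is not independent evidence. The counts were identical when adjusted over the list alone, as they had to be, since every member had already passed over all probe sets. Of the pathogenesis-related genes, 8 probe sets for chitinases rose by 1.56 to 9.24 on the log2 scale, 3 for beta-1,3-glucanases, which degrade fungal cell walls, by 5.91 to 8.12, and 8 for thaumatin-like proteins and zeamatin by 1.83 to 8.48. The maize protease inhibitor gene Mpi rose from 57.4 ± 6.61 (SD, n = 3) in control tissue to 7711 ± 681 (SD, n = 3) in LCT, a log2 change of 7.07 (standard error 0.13, adjusted p = 2.8e-06 from limma). Log2 changes of the other inhibitors of digestive proteases were 4.81 to 9.23 for the 5 probe sets that Table S2 titles Bowman-Birk (the lowest, titled WIP1 there, is assigned to the translation factor gene EF1A by the platform annotation), 1.80 to 6.26 for 4 cystatin probe sets and 5.18 to 7.20 for 2 subtilisin-chymotrypsin inhibitor probe sets. The glutathione S-transferases of Table S2, which conjugate glutathione to reactive compounds, rose by up to 4.05 (glutathione transferase5, standard error 0.57) and 3.87 (GST 21, standard error 0.15), whereas GST 38 fell, with a log2 change of -2.45 (standard error 0.43, adjusted p = 0.00813 from limma). The largest adjusted p in these categories was 0.0117. Without control replicate 2, 15 protein synthesis probe sets were up-regulated.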

Genes for which transcript levels increased 2-fold or more included pathogenesis-related proteins, protease inhibitors, glutathione S-transferases, histones involved in chromatin remodeling, and ribosomes involved in protein synthesis (Table 2, Table S2). 

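Auxin-related probe sets went both ways in LCT and ethylene-related ones mostly rose. Of the 22 auxin-related probe sets of Table S2, 8 were up-regulated and 14 were down-regulated, and of the 14 ethylene-related ones, 11 were up-regulated and 3 were down-regulated. These members were chosen by the study on these arrays, which is not independent evidence of their direction. The counts could not change when adjusted over the list alone, since every member had already passed over all probe sets. The largest auxin-related fall was that of a putative auxin-induced protein, SNG4, from 7602 ± 670.1 (SD, n = 3) in control tissue to 291 ± 129 (SD, n = 3) in LCT, a log2 change of -4.80 (standard error 0.34, adjusted p = 3.2e-04 from limma). Auxin response factors, the transcription factors that bind auxin-responsive promoters, also split, with log2 changes of 1.76 for factor 75, -1.05 for factor 11 and -1.32 for factor 18. Among ACC oxidases, which catalyze the last step of ethylene synthesis, 2 probe sets rose, by 1.84 and 3.51, and another fell from 1534 ± 97.2 (SD, n = 3) in control tissue to 83.5 ± 20.8 (SD, n = 3) in LCT, a log2 change of -4.23 (adjusted p = 6.0e-05 from limma). In the list of ethylene synthesis genes, which holds 2 genes with a probe set, both rose (2 when adjusted over the list alone): ACO31 by 1.84 and ACO20 by 1.56 (adjusted p = 0.0286). The call of ACO20 was lost when any array other than control replicate 2 was left out (adjusted p = 0.055 to 0.094 from limma). The ACO31 probe set is also in Table S2. ETHYLENE INSENSITIVE3-like 1, a transcription factor of ethylene signaling, fell, with a log2 change of -1.36 (standard error 0.26).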

Other major gene categories that were differentially regulated were related to auxin and ethylene signaling. Levels of transcripts encoding an auxin binding protein (*Abp20*), a predicted indole-3-acetic acid-amido synthetase (*GH3*) and other proteins that modulate levels of active IAA were highly up-regulated (Table S2). 

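The Abp20 probe set rose from an intensity of 25.1 ± 5.51 (SD, n = 3) in control tissue to 4550 ± 1755 (SD, n = 3) in LCT, a log2 change of 7.45 (standard error 0.31, adjusted p = 5.1e-05 from limma). That of GH3, an enzyme that joins IAA to amino acids, had a log2 change of 6.19 (standard error 0.41, adjusted p = 2.6e-04 from limma). The 3 probe sets for ILR1-type hydrolases, which release free IAA from such conjugates, were up-regulated as well, with log2 changes of 3.74 (adjusted p = 5.6e-04), 1.38 (adjusted p = 0.00229) and 1.09 (adjusted p = 0.00354). Transcripts for both the conjugating and the hydrolyzing enzymes were therefore higher in LCT. Leaving out single arrays moved the log2 change of Abp20 between 7.17 and 7.73 and that of GH3 between 5.81 and 6.64. The GH3 probe set is of the kind (_s_at) whose probes can match several similar transcripts, so other GH3 genes can contribute to its signal.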

Proteins encoded by rice (*Oryza sativa*) *GH3.8* have demonstrated role in regulating basal immunity to *Xanthomonas* *oryzae* pv *oryzae* in part by reducing free IAA accumulation via aspartic acid conjugation [37]. 

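Aux/IAA transcripts, which encode repressors of auxin-responsive genes, were lower in LCT in Table S2. Those of ethylene response factors were higher there. They went both ways in a list of 3 genes from annotation, of which ERF1 is also in Table S2. All 9 probe sets that Table S2 assigns to the Aux/IAA family fell, with log2 changes from -3.30 to -1.09 and a median of -1.62. Several of them are titled IAA17, so they are not 9 separate genes. The largest of these falls was from 1223 ± 369.8 (SD, n = 3) in control tissue to 129 ± 53.5 (SD, n = 3) in LCT, with a standard error of 0.39 on the log2 scale (adjusted p = 0.00203 from limma). A probe set for IAA30 changed by -1.90 and one for IAA10 by -1.62. All 8 probe sets for ethylene response and element-binding factors rose, by 1.09 to 5.40, with a median of 2.70. Ethylene responsive element binding protein 2 rose from 139 ± 110.4 (SD, n = 3) in control tissue to 3902 ± 939 (SD, n = 3) in LCT, and ethylene-responsive factor-like protein 1 (ERF1) from 259 ± 83.6 (SD, n = 3) in control tissue to 5955 ± 1014 (SD, n = 3) in LCT, a log2 change of 4.57 (standard error 0.28, adjusted p = 2.1e-04 from limma). As members of Table S2 they were selected on these arrays and are not independent evidence. A list of ethylene response factors from gene annotation holds 3 genes with a probe set, of which ERF1 rose, EREB55 fell, with a log2 change of -0.82 (adjusted p = 0.00985), and 1 did not pass the test; the counts were the same when adjusted over the list alone. The list as a whole did not shift (adjusted p = 0.968, camera), with a median of -0.77 but a mean of 0.99. Its median was -0.91 in control replicate 2 relative to the other controls, lower than in most random lists, and without that array 2 members fell.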

In general, expression of *AUX/IAA* gene family members were commonly down-regulated while expression of several genes encoding ethylene responsive factors were up-regulated (Table S2).

**Table 2:** Gene categories differentially regulated in ECB-damaged stem tissue.

**Gene Category**	**Up**	**Down**
Total significant	1135	893
Pathogenesis-related	24	0
Protease Inhibitor	13	0
Glutathione S-transferase	19	1
Chromatin remodeling	46	1
Protein synthesis	23	2
Auxin-related	8	14
Ethylene-related	11	3

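Among the probe sets chosen for Table S2, the 7 categories differed in how far they moved in LCT. Median log2 changes were 5.26 for protease inhibitors, 5.13 for pathogenesis-related proteins, 3.15 for glutathione S-transferases, 2.34 for ethylene-related, 2.33 for chromatin remodeling, 1.13 for protein synthesis and -1.22 for auxin-related probe sets. Chromatin remodeling probe sets lay between 1.04 and 3.20, a narrower range than that of any defense category. In protein synthesis, the probe sets that rose lay between 1.00 and 1.70, and 60S ribosomal protein L13 fell from 1168 ± 475 (SD, n = 3) in control tissue to 116 ± 52.6 (SD, n = 3) in LCT. Every one of the 163 probe sets passed the test (limma, adjusted p under 0.05 and at least 2-fold), which follows in part from their choice by the study on these arrays and is not independent evidence. The medians therefore leave out genes that changed less and do not measure whole gene families. For cytosolic ribosomal protein genes listed from annotation, the median was 0.51.

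**Figure D1:**
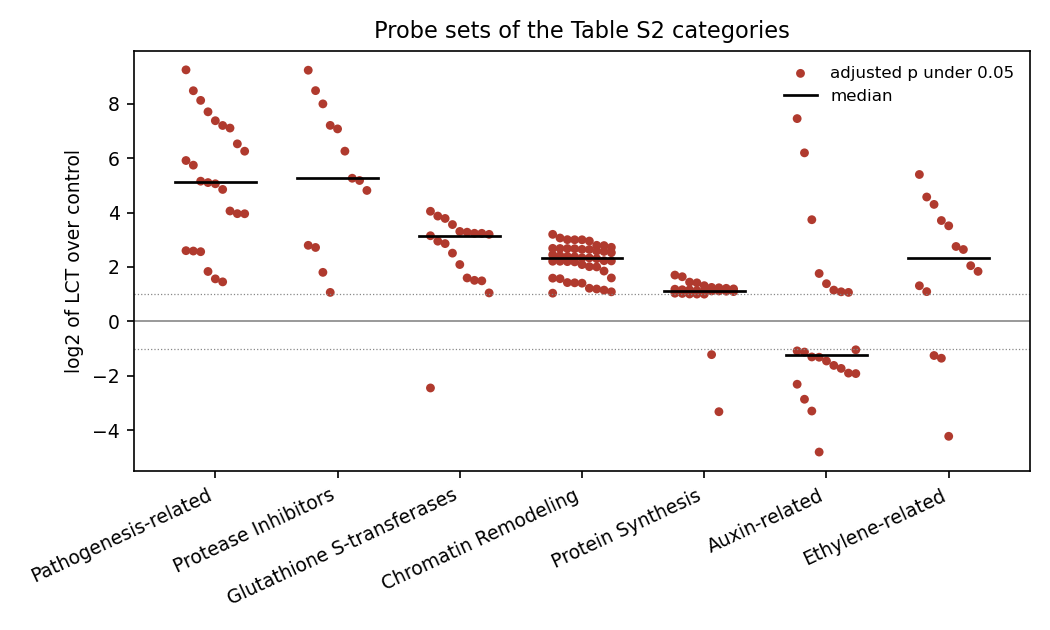
Log2 of LCT over control for each probe set of the Table S2 categories, with the median of each category as a line and dotted lines at the 2-fold threshold. All pathogenesis-related, protease inhibitor and chromatin remodeling probe sets lie above it, and 14 of the 22 auxin-related ones lie below the lower line.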

Selected gene categories significantly regulated in 48 h larval conditioned stem tissues (*n* = 3) compared to untreated stems, determined by a maize genome microarray (13,339 genes).

To validate selected microarray results, expression of several strongly up-regulated genes were compared between control tissue and LCT using qRT-PCR. Confirming the microarray results (Tables S1 and S2), the relative expression of transcripts for maize protease inhibitor (Mpi), and the auxin-related genes, *Abp20* and *GH3*, were significantly higher in LCT (Figure 3A). 

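Probe sets for early nodulin 93 (Enod93) were among the most strongly up-regulated on the array. One that matches both maize genes of this name ranked 3 by the size of its rise among all 17621 probe sets, from 14.1 ± 0.744 (SD, n = 3) in control tissue to 7429 ± 3483 (SD, n = 3) in LCT, a log2 change of 8.94 (standard error 0.32, adjusted p = 2.8e-05 from limma). Another probe set that matches both genes ranked 6, with a log2 change of 8.70. For LOC100193182 alone, the changes were 8.35 and 8.00 (ranks 13 and 19). Those for LOC100280663 alone were lower, 6.14 and 5.36. The mean intensity in LCT was 703 ± 279.8 (SD, n = 3) for the probe set whose name carries no mark of shared probes (adjusted p = 2.0e-04 from limma). Whether the 2 genes changed by different amounts was not tested, and probe sets whose names end in _a_at or _x_at can carry probes that match more than 1 transcript. In control tissue all 6 probe sets were near the bottom of the intensity scale, at means of 14.1 to 23.2, which sets how precisely the folds can be read.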

Curiously, an uncharacterized gene annotated as early nodulin 93 (*Enod93*) was among the top 3 most highly induced microarray probe sets (Tables S1 and S2). First characterized in rice (*Oryza sativajaponica*), *OsEnod93-1* exhibits rapid transcriptional activation to both positive and negative changes in nitrate supply rates [38]. Transcript abundance of two related genes, denoted here as *Enod93-1* and *Enod93-2*, was examined by qRT-PCR to address the potential for specificity in ECB elicitation. The expression of both *Enod93* genes was significantly higher in LCT compared to control and wound treatments (Figure 3C).

**Figure 3:**
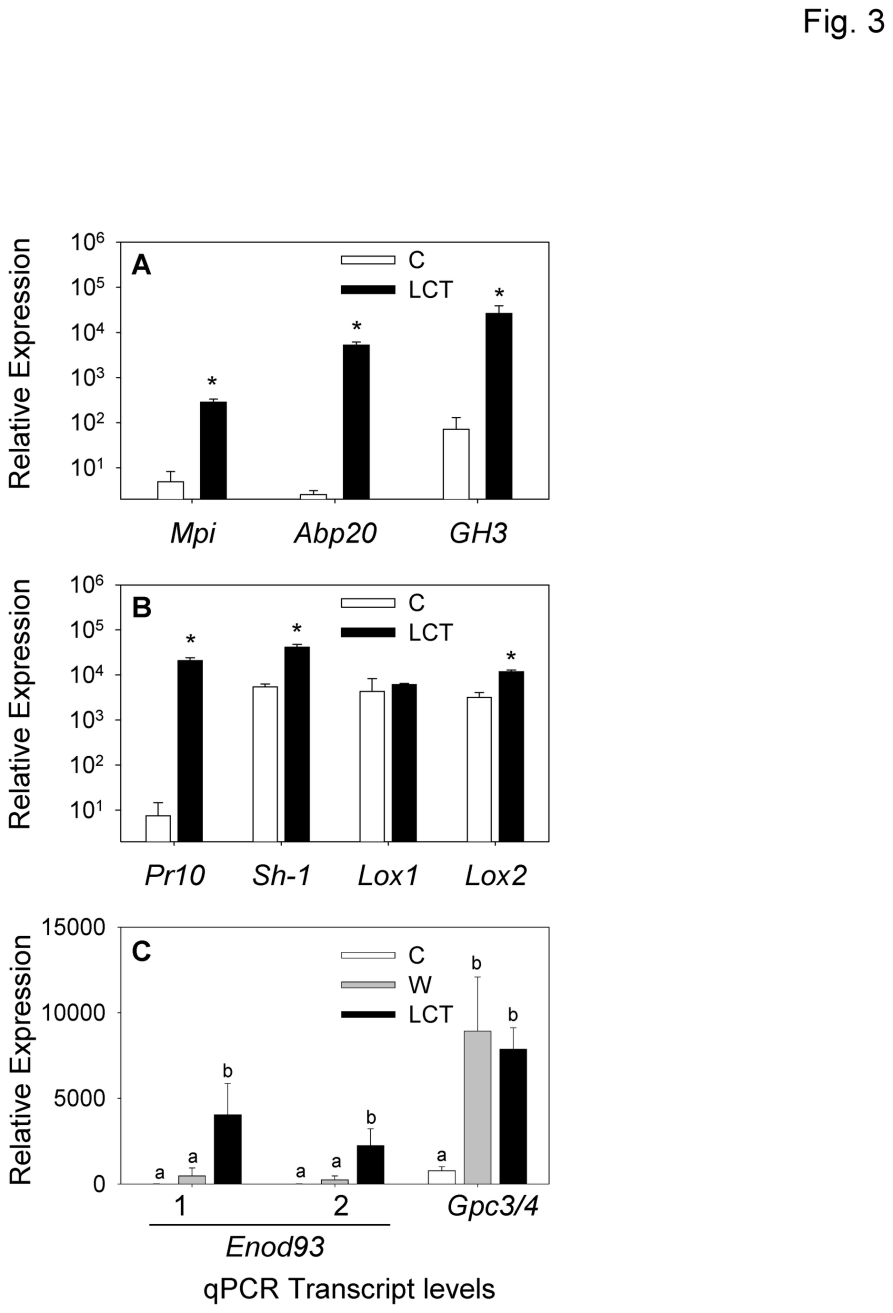
Validation of ECB-induced microarray probe sets with qRT-PCR. **A**, Average (*n* = 3, +SEM) relative gene transcript expression levels for *Mpi*, *Abp20*, and *GH3* which encode the Maize protease inhibitor, Auxin binding protein-20, and a predicted indole-3-acetic acid-amido synthetase. Undamaged control stem tissues (C, white bars) and 48 h larval-conditioned tissue (LCT, black bars). **B**, Similarly, average (*n* = 3, +SEM) relative gene transcript expression levels for *Pr10*, *Sh-1*, *Lox1*, and *Lox2* which encode the proteins Pathogenesis-related 10, Sucrose synthase-1, Lipoxygenase 1 and Lipoxygenase 2. Significant differences indicated by asterisk (Student’s *t*-test, *P* < 0.05). **C**, Average (*n* = 3, +SEM) relative gene transcript expression levels for *Enod93-1*, *Enod93-2*, and *Gpc3/4* encoding two early nodulin 93 proteins and cytosolic glyceraldehyde-3-phosphate dehydrogenase 3/4, respectively for control (white bars), wound (grey bars), and larval-conditioned tissue (LCT, black bars). Different letters (a–b) represent significant differences (all ANOVAs *P* < 0.01; Tukey test corrections for multiple comparisons, *P* < 0.05).

Isobaric tag for relative and absolute quantification (iTRAQ) was used to identify proteins that were differentially regulated in response to ECB-damage. In a comparison of proteins extracted from untreated control tissue and from LCT, levels of only eight of 169 identified proteins significantly differed (Table 3, Table S3). Proteins for which levels increased at least 1.5-fold included pathogenesis-related protein 10 (PR-10), the lipoxygenases LOX1 and LOX2, and two enzymes involved in carbohydrate metabolism, cytosolic glyceraldehyde-3-phosphate dehydrogenase (GPC3) and sucrose synthase (SH-1). Transcripts encoding PR-10 are highly pathogen inducible and RNAi-silenced maize lines suppressed in PR-10 accumulation are significantly more susceptible to mycotoxigenic fungi [39,40]. LOX1 is wound inducible and has the potential to contribute to JA biosynthesis given dual positional specificity in production of both 9- and 13-hydroperoxides of linolenic acid [41]. LOX2 specificity is unknown; however transcript accumulation is dependent on JA biosynthesis [42]. In contrast to these proteins, levels of α- and β-tubulin were decreased at least 1.5-fold.

**Table 3:** Proteins differentially regulated in response to 48 h of ECB feeding damage.

**Protein Name**	**Accession**	**Predicted kDa/ pI**	**Ratio**	***P* value**
*Up-regulated proteins*				
Pathogeneis-related protein 10	AAY29574	16.9/5.4	2.645	0.0015
Lipoxygenase 2	ABC59686	98.3/6.2	1.561	0.0003
Lipoxygenase 1	ACG43480	98.1/6.2	1.952	0.0003
D-3-phosphoglycerate dehydrogenase	XP_002447228	64.4/6.5	1.761	0.0008
Glyceraldehyde-3-phosphate dehydrogenase	Q43247	63.4/7.0	2.211	0.0036
Sucrose synthase	CAA26229	91.7/5.9	2.159	0.0008
*Down-regulated proteins*				
Alpha-tubulin	CAY56347	53.2/4.9	0.588	0.0005
Beta-tubulin	CAY56281	52.6/4.8	0.656	0.0000

Of the 169 proteins identified using iTRAQ, eight displayed significant differential regulation in 48 h larval conditioned stem tissues compared to respective untreated maize stems (*n* = 4).

To determine whether protein increases were reflected at the transcriptional level, expression of the genes encoding *Pr10*, *Lox1*, *Lox2*, *Sh-1, Gpc3/4* were analyzed by qRT-PCR. *Pr10* transcript levels were greatly increased in 48 h LCT (Figure 3B), and expression of both *Sh-1* and *Lox2* was also significantly greater (Figure 3B). 

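Probe sets for Pr10, lox1, LOX2, gpc4 and the sucrose synthase gene Sh-1 were up-regulated in LCT, while those for gpc3 did not pass the test. Pr10, by the probe set that shares the accession of the primers in Table S4, rose from 465 ± 353 (SD, n = 3) in control tissue to 13885 ± 363 (SD, n = 3) in LCT, a log2 change of 5.15 (standard error 0.48, adjusted p = 8.5e-04 from limma). A probe set for other genes of the same title (pathogenesis-related protein 10) rose by 7.70 on the log2 scale (adjusted p = 1.2e-04). The lipoxygenase gene lox1 rose from 2884 ± 519.6 (SD, n = 3) in control tissue to 15816 ± 543 (SD, n = 3) in LCT (log2 change 2.47, adjusted p = 1.7e-04 from limma; 2.28 for a second probe set), and LOX2 from 3915 ± 366 (SD, n = 3) in control tissue to 8384 ± 387 (SD, n = 3) in LCT (adjusted p = 0.00104). For the cytosolic glyceraldehyde-3-phosphate dehydrogenase gpc4 the log2 change was 2.97 (standard error 0.54, adjusted p = 0.00903 from limma). For gpc3 the values were 1.24 (adjusted p = 0.0999), 0.43 and 0.30. Control replicate 2 had the lowest control intensity for both, 528 against 2069 and 2062 for gpc4 and 2322 against 7790 and 7034 for gpc3. A probe set annotated as D-3-phosphoglycerate dehydrogenase was up-regulated too (log2 change 1.60, adjusted p = 5.2e-04). Sh-1 had 3 probe sets, with log2 changes of 1.29 (adjusted p = 0.00513), 2.76 (adjusted p = 0.0122) and 0.18 (adjusted p = 0.209). The second of these calls ended without LCT replicate 3 (adjusted p = 0.0535). With the methods' t-test, run here on log2 values with Benjamini-Hochberg adjustment, its adjusted p was 0.0574.

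**Figure D2:**
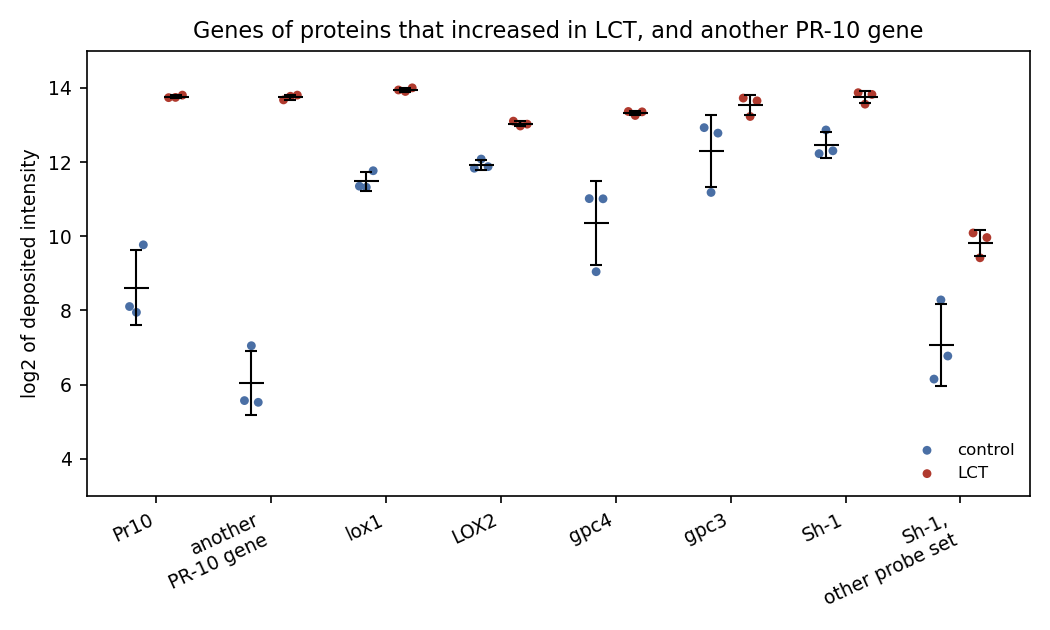
Log2 of the deposited intensity in each of the 3 control and 3 LCT arrays for genes of proteins that increased in LCT and another PR-10 gene, with means and SD. The arrays of the groups do not overlap for any probe set shown, which chance gives for 10% of comparisons of 3 against 3. Other probe sets of Sh-1, gpc3 and lox1 are not drawn, and those of Sh-1 and gpc3 did not pass the test.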

Examination of the microarray data revealed that with the exception of *Sh-1*, probe sets corresponding to each gene were significantly up-regulated (Table S1). In maize, *Gpc3* and *Gpc4* transcript levels are co-regulated by anoxia stress and encode proteins that are 99.4% identical at the amino acid level [43]. To determine whether induced expression of *Gpc3/4* was specific to ECB-damaged tissue, a primer set was designed to recognize both of these related transcripts in control, wound, and LCT treatments. Unlike the *Enod93* genes, the expression of *Gpc3/4* was also significantly up-regulated by wounding alone and thus not specific to LCT (Figure 3C).

### ECB Damage and Wounding Changes the Morphology of Nuclei in Maize Stem Tissue

Endoreduplication, a process in which cells undergo DNA replication without concomitant mitosis, is one mechanism that could result in elevated tissue levels of total protein [44–46]. To ascertain whether ECB-induced increases in protein content were associated with endoreduplication, the area of nuclei in 2D digital micrographs was compared between control, wound, and LCT treatments (Figure 4A–C). Nuclei were approximately 1.6-fold larger in both wounded tissue and LCT as compared to controls (Figure 4D). Moreover, the size of the nucleolus exhibited significant 4-fold increases in both wounded tissue and LCT (Figure 4E). There were no significant differences in either nucleus or nucleolus size between LCT and wounded tissues. Absolute quantification of DNA within nuclei was not possible due to the lack of a reliable internal standard and interference from non-specific staining of cell walls by fluorescent DNA stains. However, consistent with predictions for endoreduplication, total extractable DNA content was also approximately 4-fold greater after wound and LCT treatments compared to untreated control tissues (Figure 4F).

**Figure 4:**
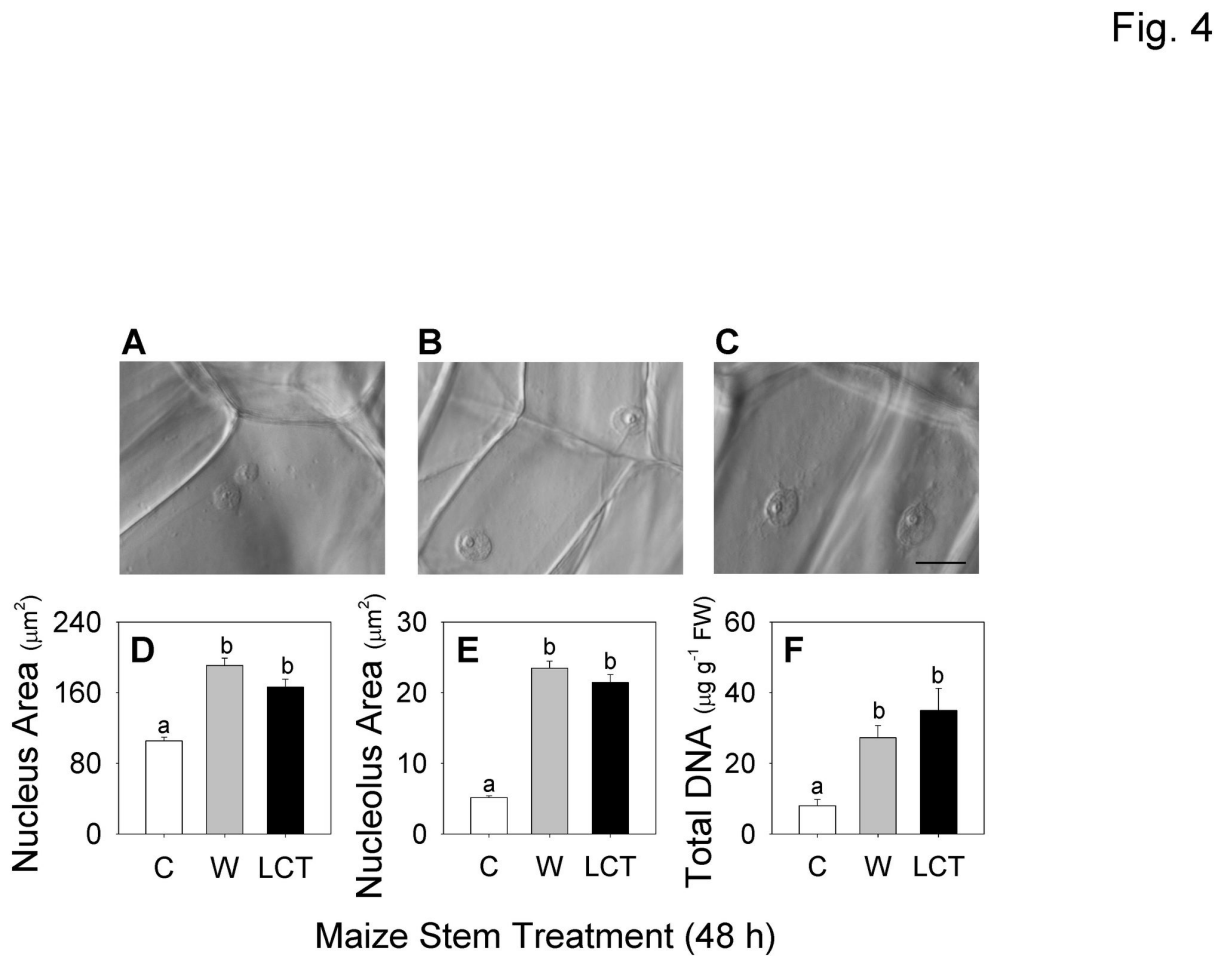
Consistent with maize endoreduplication, both wounding and ECB stem herbivory treatments promote significant increases both nuclear and nucleolar size as well as total DNA levels. Light microscopy pictures of nuclei and nucleoli from representative **A**, control (C), **B**, wounded (W) and **C**, larval-conditioned tissues (LCT). Scale bar = 20 µm. Average areas (*n* = 40, ±SEM) of **D**, nuclei and **E**, nucleoli and **F**, concentration of total DNA (*n* = 3, +SEM). Different letters (a–b) represent significant differences (all ANOVAs *P* < 0.01; Tukey test corrections for multiple comparisons, *P* < 0.05).

### ECB Excretions and Secretions Contain Elevated Levels of Indole-3-Acetic Acid

In terms of protein levels, ECB-damage has a more pronounced effect on maize stems than wounding alone. In a previous analysis of rapid phytohormone changes in stem tissue, ECB attack resulted in significant 3-fold increases IAA concentrations within 3 h [5]. This response was specific and did not occur after wounding alone. Consistent with this rapid dynamic, LCT exhibits 3.5-fold greater IAA levels than wounding alone, even after 48 h (Figure 5A). Surprisingly, a screen for candidate small molecule effectors in ECB OS revealed exceedingly high levels of free IAA. ECB OS from larvae supplied with leaf and stem tissue displayed IAA concentrations of 800 and 50 µg ml^-1^, respectively (Figure 5B). Levels of IAA in freshly collected frass samples from larvae provided leaf and stem diets were also greatly elevated (Figure 5B). In air-dried frass samples, levels of IAA were not statistically different than those in leaf OS. The average (*n* = 3) quantity of IAA in dry frass samples originating from leaf and stem diets is 951 ± 382 µg g^-1^ and 872 ± 582 µg g^-1^, respectively.

**Figure 5:**
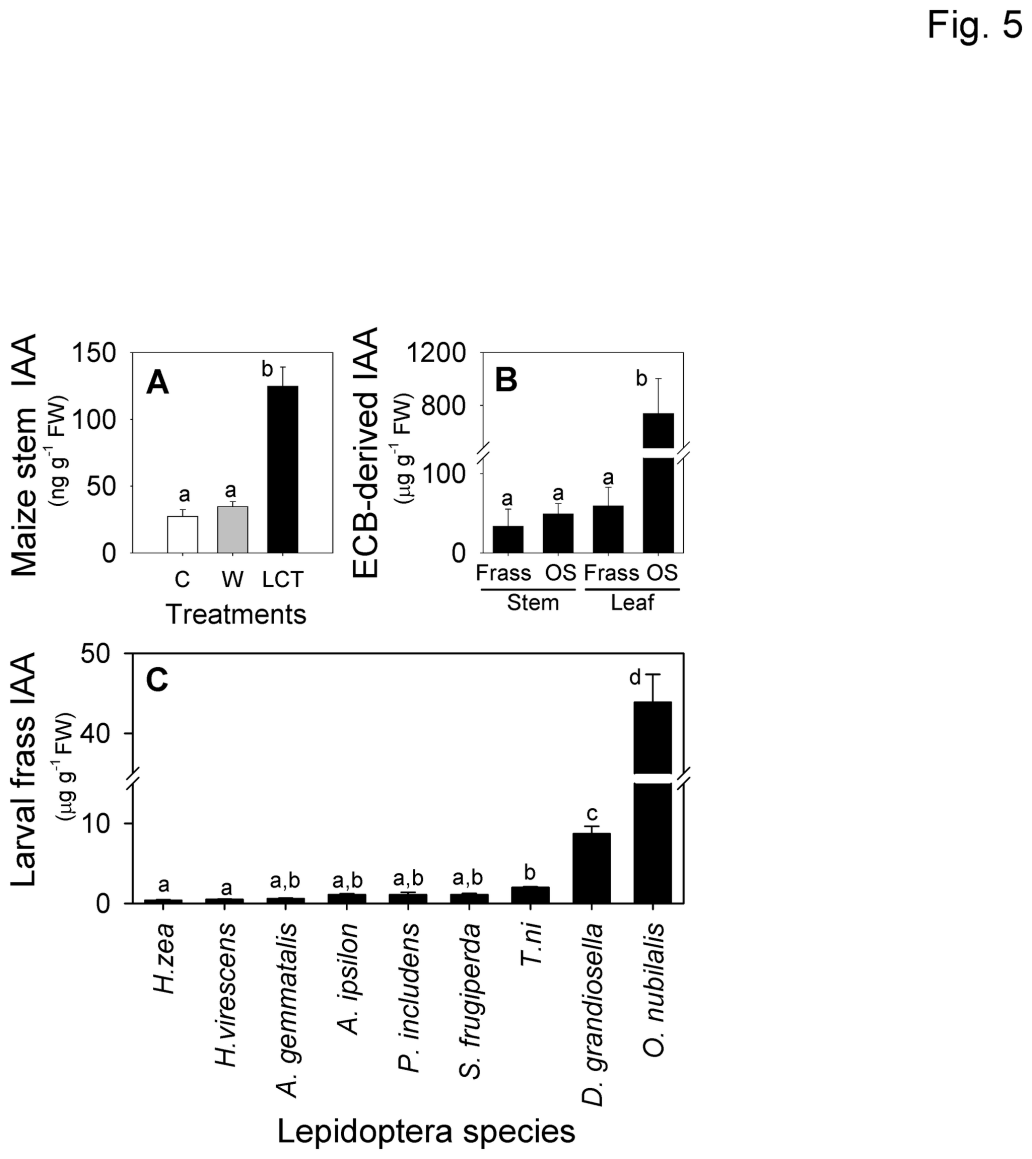
ECB oral secretions and frass contain unusually high levels of IAA. **A**, Average (*n* = 3, +SEM) concentration of IAA in maize stem tissue collected from control (C), wounded (W), and ECB larvae-conditioned tissues (LCT) after 48 h. **B**, Average (*n* = 4, +SEM) IAA levels in ECB OS or recently collected (1 h) frass following larval ingestion of maize leaf or stem tissue for 24 h. **C**, Average (*n* = 3, ±SEM) IAA in frass of numerous Lepidopteran pest species ( *Helicoverpa* *zeae* , *Heliothis* *virescens* , *Anticarsia* *gemmatalis* , *Agrotis* *ipsilon* , *Pseudoplusia* *includens* , *Spodoptera* *frugiperda* , *Trichoplusia ni*, *Diatraea* *grandiosella* and *Ostrinia* *nubilalis* : ECB) reared on artificial diet. Different letters (a–d) represent significant differences (all ANOVAs *P* < 0.01; Tukey test corrections for multiple comparisons, *P* < 0.05).

To determine the prevalence of IAA in the predominant excretions of other Lepidopteran species, freshly generated frass (1 h) was collected from *H* *. zeae* , *Heliothis* *virescens* , *Anticarsia* *gemmatalis* , *Agrotis* *ipsilon* , *Pseudoplusia* *includens* , *S.* frugiperda, *Trichoplusia ni*, and *Diatraea* *grandiosella* larvae supplied with an artificial diet used for routine rearing. ECB frass contained significantly greater levels of IAA than all other species examined; however, elevated IAA was not specific to ECB frass (Figure 5C). The only other stem borer examined, *D* *. grandiosella* (southwestern corn borer), had the second highest frass IAA concentration with significantly greater levels than the other seven species. Given that ECB frass and OS IAA levels range from 40–800 µg g^-1^ FW and that stem tissue concentrations of this phytohormone increase by 100 ng g^-1^ FW during ECB attack (Figure 5A–C), the 400-8,000 fold higher IAA levels in ECB excretions/secretions provide a parsimonious source and explanation for the increased levels. However, our current analyses are unable to distinguish between plant, insect, or microorganism derived IAA.

### Sustained Exposure to a Stable Synthetic Auxin Elevates Stem Protein Levels

Through contamination with frass and OS, growing ECB larvae are likely to supply a continuous source of IAA to the feeding tunnel. In an effort to replicate this system, IAA and the synthetic auxin analog, 2,4-dichlorophenoxyacetic acid (2,4-D), were applied to wound sites in maize stems and the metabolism of these compounds were measured over a 48 h time period. Compared to synthetic IAA, exogenous applications of 2,4-D to plant tissues commonly display lower rates of inactivation via conjugation and likewise greater biological activity [47]. In the current study, free IAA applied to the stem was completely metabolized within 12 h (Figure 6A). In contrast, although levels of 2,4-D substantially dropped after 12 h, concentrations of this auxin remained significantly elevated even 48 h after application (Figure 6B). When IAA was applied to wounded maize stem tissue, total protein content did not differ from wounded tissue after 48 h (Figure 6C). In contrast, application of 2,4-D to wounded stems resulted in a significant 25% increase in total soluble protein (Figure 6D). This auxin induced increase is consistent with the elevated stem protein levels present in ECB challenged stems (Figure 2D).

**Figure 6:**
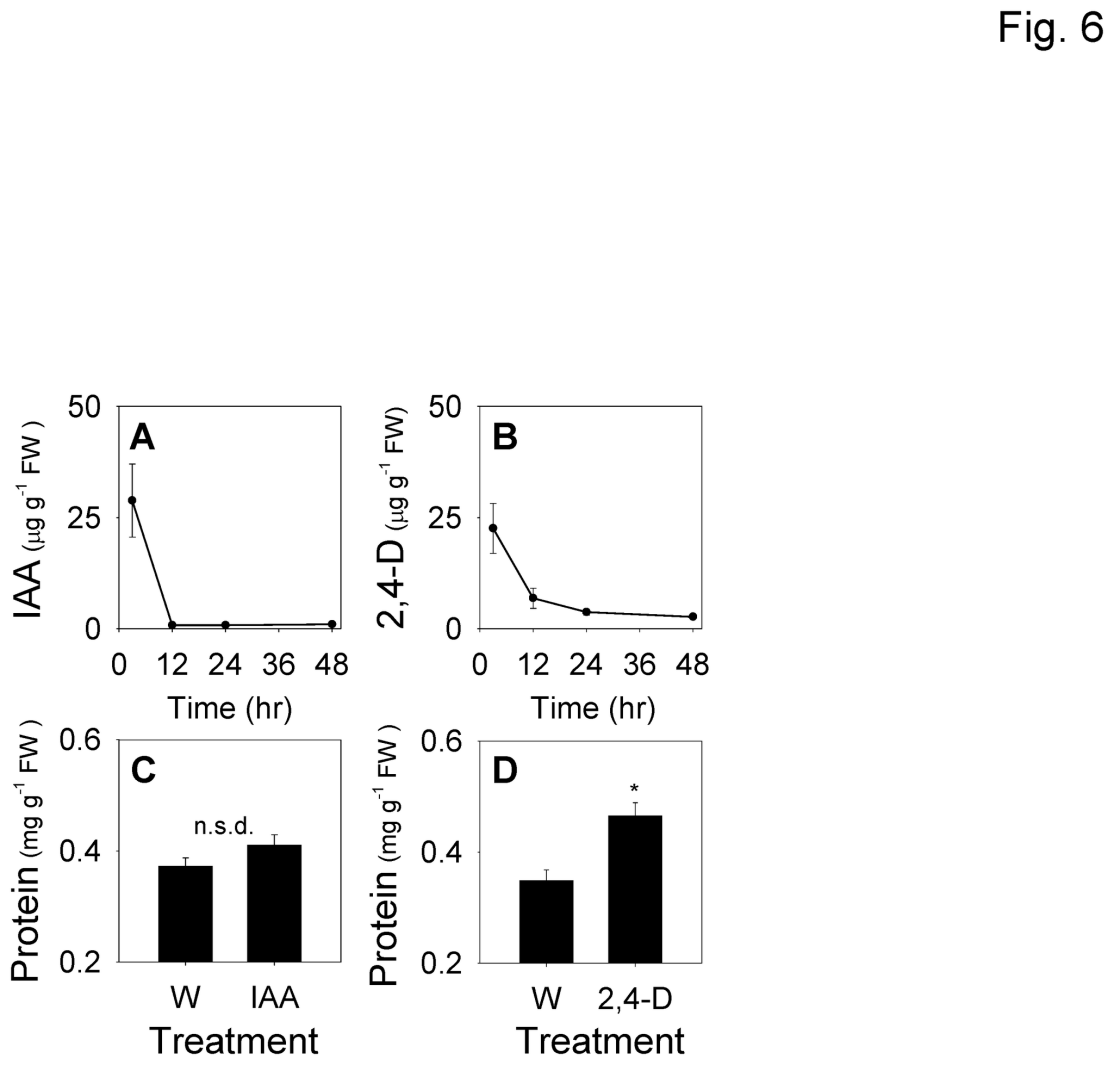
Prolonged exposure to a synthetic stable auxin increases total protein levels in maize stem tissue. Average (*n* = 4, ±SEM) auxin levels of **A**, indole-3-acetic acid (IAA) and **B**, 2,4-dichlorophenoxyacetic acid (2,4-D) following a 50 µg application to wounded (W) stems and subsequent harvests at 3, 12, 24, and 48 h after treatment. Average (*n* = 6, +SEM) total soluble protein extracted at 48 h from maize stem tissue treated with 50 µg **C**, IAA or **D**, 2,4-D. Significant differences are indicated by asterisk (Student’s *t*-test, *P* < 0.05; n.s.d = no statistical difference).

## Discussion

Historically ECB have been among the most devastating insect pests affecting commercial maize production [6]. Upon hatching, larvae feed upon the whorl tissue and eventually bore into the stalk where they cause the majority of damage, lodging and economic loss. In leaves of young maize plants, the benzoxazinoid DIMBOA-Glc is closely associated with resistance to ECB herbivory while in mature stems, resistance appears to be associated with cell wall composition [35]. Specifically, high stem concentrations of xylose and diferulates have been negatively correlated to ECB tunnel length [48]. In response to ECB damage, lignin content increases in maize stems, as do levels of the benzoxazinoid HDMBOA-glc and kauralexins [5,49]. HDMBOA can negatively impact the growth and development of insects including the rose-grain aphid ( *Metopolophiumdirhodum* ) and *D* *. grandiosella* [50,51]. Similarly, anti-feedant activity has been demonstrated for HDMBOA against fall armyworms and kauralexins against ECB [8,36]. Despite numerous induced-defense responses at 24 h, short-term growth of ECB larvae is not significantly altered [5]. To assess efficacy of longer-term plant responses, ECB were supplied stem tissues previously subjected to 48 h of ECB herbivory. In the current study, resulting stem tissues contained greater levels of total benzoxazinoids and kauralexins than those previously observed at 24 h [5]. We hypothesized that elevated defenses associated with long-term attack could decrease tissue quality and likewise ECB growth. Surprisingly, larvae gained significantly more weight following consumption of LCT compared to control or wounded tissues. Microarray analyses confirmed that numerous defense-related genes were up-regulated in LCT compared to control tissue and shared significant overlap with those reported for the Mediterranean corn borer ( *Sesamia* *nonagrioides* ) [52]. 

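In gene lists drawn from annotation, most genes for pathogenesis-related proteins and protease inhibitors rose in LCT. So did part of the glutathione transferase list and of the list called jasmonate synthesis. The lists were written after Table S2 had been seen. All 4 pathogenesis-related probe sets are in it, as are those of psei1, psei2, wip1, mir2 and part of the glutathione transferases. For these members the lists are not independent of the study's choice on these arrays. All 4 pathogenesis-related genes rose (4 when adjusted over the list alone), with a median log2 change of 5.81 and pr5 and the chitinase gene chn1 at the top (6.52 for chn1). This list shifted upward against other genes (adjusted p = 2.5e-04, camera; adjusted p = 0.338 with an estimated correlation), and its median was 1.34 higher in control replicate 2 than in the other controls. Of 6 genes in the protease inhibitor list, 5 rose (5 when adjusted over the list alone), among them the wound-induced inhibitor wip1 (7.99) and the cystatin gene psei2 (2.72). The list had an adjusted p = 3.2e-04 with camera (adjusted p = 0.305 with an estimated correlation). Another that rose, mir2 (1.06), named after its values were seen, is placed among the inhibitors by Table S2. The paper describes the MIR1 protein as a protease, and mir1 and mir3 are in the protease list here. The count and the set test may thus include a protease. Of 31 glutathione transferase genes, 17 rose and 4 fell (19 and 5 when adjusted over the list alone; 20 and 8 without control replicate 2, in which their median was -0.20 relative to the other controls; 11 rose without LCT replicate 3). The largest rise was that of gst25, from 21.4 ± 2.40 (SD, n = 3) in control tissue to 1509 ± 678 (SD, n = 3) in LCT, a log2 change of 6.02 (standard error 0.39, adjusted p = 2.5e-04 from limma), and gst41 fell (-2.11), a call lost without any array other than control replicate 2 (adjusted p = 0.0643 to 0.0843), as the count of falls then was 1. The set test gave an adjusted p = 4.4e-04 (adjusted p = 0.305 with an estimated correlation). In the list called jasmonate synthesis, 4 of 9 genes rose (6 when adjusted over the list alone), led by the oxophytodienoate reductase gene opr1 (6.32) and the lipoxygenase gene lox3 (4.68). The list had an adjusted p = 5.2e-04 with camera (adjusted p = 0.305 with an estimated correlation). It took in lipoxygenase and oxophytodienoate reductase genes whether or not they act in jasmonate synthesis, so its shift is not one of that pathway alone. Terpenoid synthesis genes went both ways, with 3 of 10 up and 1 down (the same when adjusted over the list alone; 2 down without control replicate 2; adjusted p = 0.244 for the list, whose median was -0.00 and mean 1.47). The terpene synthase gene tps6 rose from 10.1 ± 0.218 (SD, n = 3) in control tissue to 3296 ± 119 (SD, n = 3) in LCT, and the diterpene synthase gene an2, which acts in kauralexin synthesis, by 5.14, whereas its paralog an1, of gibberellin synthesis, fell (-1.25). Of 5 benzoxazinoid genes, 2 rose and bx1 fell (the same when adjusted over the list alone; adjusted p = 0.749 for the list): the beta-glucosidase gene glu1 (3.16) and bx6 (1.27), whose call was lost without any single array other than control replicate 2 (adjusted p = 0.0539 to 0.0822, and 0.94 on the log2 scale without control replicate 1), when 1 gene of the list rose without control replicate 3 or an LCT array. Of 4 peroxidase genes, 2 rose (2 when adjusted over the list alone; 1 without any single array other than control replicate 2), pox2 by 3.74, at adjusted p = 0.0801 for the list.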

Although the expression of many defense-related genes were induced in response to ECB, a correspondingly broad increase proteins was not observed by iTRAQ analysis. This is likely due to limitations of the current analysis which resulted in positive identification of only 169 proteins which represents a small fraction of the anticipated diversity. Of those identified, levels of three established pathogen- and wound-inducible proteins significantly increased in LCT, including PR-10 and two lipoxygenases, LOX1 and LOX2 [40–42]. A lack of strongly induced insect-related defense proteins could render maize stalks susceptible to ECB herbivory [12].

Significant maize resistance against ECB requires high levels of structural or biochemical defenses. Maize lines rich in benzoxazinoids, ranging from 200–700 µg g^-1^ FW, generally display measurable ECB resistance in the whorl tissue while those with less than 100 µg g^-1^ FW are typically susceptible [53]. Consistent with this result, ECB larval growth was unaltered in longer-term artificial diets containing 50 µg g^-1^ FW DIMBOA [54]. In the current study, ECB stem attack significantly increased the levels of HDMBOA-glc; however, the total pool of benzoxazinoids remains comparatively modest (≤ 5 µg g^-1^ FW) and likely insufficient to promote resistance. Related pest species, such as the Asian corn borer ( *Ostrinia* *furnacalis* ), are able to tolerate significant levels of xenobiotics and detoxify even methanol, formaldehyde and formic acid at levels exceeding 1% of the diet [55]. In contrast to induced plant resistance, previously attacked maize stems became more nutritious and sustained improved ECB growth. Larvae supplied with LCT displayed higher efficiencies for conversion of absorbed food (ECD) and ingested food (ECI) indicating that the insects are obtaining more essential nutrients than those provided with control and wounded tissues [56]. ECI values increase in relation to the nitrogen content of the plant tissue and total nitrogen content increases in maize stem tissue subjected to ECB-herbivory [49,57]. Curiously, two *Enod93* genes were specifically up-regulated in LCT. While the precise role of these genes is not currently known, the constitutive expression of *Enod93* in transgenic rice resulted in significantly higher levels of total amino acids in moderate to low nitrate environments [38]. Most nitrogen in the plant is incorporated into proteins, thus ECB-induced *Enod93* expression might lead to higher amino acid levels that would permit increased protein synthesis. Increased levels of free amino acids are also observed following root herbivory by western corn rootworm ( *Diabroticavirgifera* ) larvae and likewise increased plant susceptibility to conspecific larvae [4]. Modest increases in total protein have also been reported in rice damaged by the yellow stem borer ( *Scirpophaga* *incertulas* ) [58].

A potential role of ECB-excreted IAA is the suppression of wound induced defense responses. In tobacco, exogenous IAA can effectively inhibit both wound-induced JA accumulation and subsequent nicotine synthesis associated with jasmonate signaling [30]. In maize, the inducible accumulation of both HDMBOA-glc and kauralexins has been shown to be positively regulated by the synergistic activities of JA and ET [5,8]. In previous work and the current study, both kauralexins and HDMBOA-glc are significantly higher in LCT than respective mechanical damage controls [5]. However, ECB-induced JA and ET levels remain significantly elevated compared to wounding alone even in the presence of elevated IAA [5]. In contrast to tobacco, exogenous application of the synthetic auxin 2,4-D in rice elicited increases in JA, ET, defense gene expression, direct herbivore resistance and parasitoid attraction [59]. Select chlorinated herbicides such as 2,4-D may function through the activation of auxin signaling and also by altering cellular redox levels that subsequently trigger detoxification responses [60–62]. Taken as a whole, our results in maize do not support the hypothesis that ECB associated IAA significantly inhibits the activation of biochemical responses. The significant transcript accumulation for both pathogen and insect-related defense is anticipated given the combined biotic challenges that occur during stem boring [7]. Importantly, LCT contains increased levels of total soluble protein; however, iTRAQ analysis revealed only six proteins with statistically significant accumulation. These candidates alone are unlikely to account for the 2.6-fold increases in LCT total protein; therefore, it is likely that a diverse portion of the proteome increased in response to insect attack. Consistent with this hypothesis, expression of many genes associated with protein synthesis were significantly up-regulated by ECB herbivory as analyzed by microarray, with twenty-three genes encoding ribosomal proteins alone. 

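Many but not all transcripts for ribosomal proteins rose in LCT, most of them by a modest amount. The largest rise among the probe sets of the protein synthesis category was that of 40S ribosomal protein S19, from 102 ± 3.83 (SD, n = 3) in control tissue to 335 ± 51.5 (SD, n = 3) in LCT, a log2 change of 1.70 (standard error 0.14, adjusted p = 5.4e-04 from limma). It was followed by 40S ribosomal protein SA, from 838 ± 128 (SD, n = 3) in control tissue to 2613 ± 381 (SD, n = 3) in LCT (log2 change 1.64), 60S ribosomal protein L7-1 (1.44) and 60S ribosomal protein L18a (1.42). Both probe sets of this category that fell were for 60S ribosomal protein L13 (log2 change -3.32, standard error 0.44, adjusted p = 0.00289) and 40S ribosomal protein S26 (log2 change -1.22). Of 18 cytosolic ribosomal protein genes in a list drawn from annotation, 11 rose (11 when adjusted over the list alone, where rpl29, named after its values were seen, fell), with a median log2 change of 0.51. Only 2 of them changed by at least 2-fold, the acidic protein genes rpp2a-3 (1.12; 0.97 without control replicate 2) and RP-P0 (1.09). The list shifted upward against other genes (adjusted p = 2.5e-04, camera; adjusted p = 0.414 with an estimated correlation). Without LCT replicate 3, 5 members rose. The probe sets of rpp2a-3 and RP-P0 are also in Table S2, so their rise is not independent evidence. Genes for translation initiation and elongation factors did not shift as a list (adjusted p = 0.592), and 1 of 13 rose, eif7 (0.50), named after its values were seen (adjusted p = 0.0707 when adjusted over the list alone, and not past 0.05 without control replicate 3, LCT replicate 1 or LCT replicate 3). The paper reasons that the few proteins found by iTRAQ are unlikely on their own to account for the rise in total soluble protein, proposes that a diverse part of the proteome increased, and sets the ribosomal protein transcripts beside this hypothesis.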

Significant enlargement of the nucleus and nucleolus is also supportive of large scale increases in protein synthesis. As the site of ribosomal RNA synthesis and ribosome assembly, an increase in nucleolus size and ribosomal proteins facilitates the additional translational demands of the cell [63].

With increased expression of genes encoding enzymes for a given metabolic pathway, metabolic pathway flux also commonly expands [64]. Likewise, the up-regulation of sucrose synthase at both the RNA and protein level correlated to increased quantities of sucrose in LCT as compared to control tissue. Levels of free linoleic acid also increased in LCT which parallels observations for gall-inducing insects such as the Hessian fly ( *Mayetiola* *destructor* ) and the caterpillar *Gnorimoschema* *gallaesolidaginis* [65,66]. The lipoxygenases, LOX1 and LOX2, were up-regulated in response to ECB herbivory and likely act on induced pools of free linoleic acid as substrates for oxylipins [67]. Interestingly, increases in both sucrose and linoleic acid in LCT could also function as ECB phagostimulants. A combination of simple sugars (sucrose, glucose, and fructose) and linoleic acid significantly increased western corn rootworm herbivory levels more than either sugars or lipids alone [68]. Although insects generally exhibit compensatory feeding on nutrient-poor tissues, ECB consumed higher amounts of LCT despite the significantly increased nutritional content. This indicates that the increased rate of herbivory was not compensatory [57]. Overall, an increase in both primary and secondary metabolism is consistent with large-scale metabolic changes observed following herbivore attack [69].

Endoreduplication occurs when ploidy of the cell increases due to replication of the genome without concomitant mitosis, which can result in broadly increased translation of the proteome and thus increased metabolic flux [44–46]. Developmentally-regulated endoreduplication occurs in a wide range of plant tissues, but is also induced by bacterial symbionts, fungal pathogens, and nematode damage [45,46]. Analysis of transcriptome data from plant tissue that has undergone endoreduplication reveals significant accumulation of transcripts associated with chromatin remodeling and protein synthesis [46]. 

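Histone transcripts of every class named in Table S2 rose in LCT, and with them part of the genes of DNA replication, while no rise was seen in the few genes of mitosis with a probe set. In the chromatin remodeling category of Table S2, 12 probe sets for histone H4 rose by 1.09 to 3.06 on the log2 scale, 11 for H3 by 1.40 to 3.20, 10 for H2B by 1.42 to 3.00, 3 for H1 by 2.00 to 2.21 and 1 for H2A by 1.85. Table S2 gives the H4 probe sets a shared annotation, and likewise those for H3, so their number does not count separate genes. A histone H3.2 probe set rose from 614 ± 181 (SD, n = 3) in control tissue to 5459 ± 367 (SD, n = 3) in LCT (adjusted p = 3.9e-04 from limma), and one for H4 from 262 ± 96.1 (SD, n = 3) in control tissue to 2087 ± 282 (SD, n = 3) in LCT (adjusted p = 0.00119). The category also holds 9 probe sets for other proteins, such as the DNA methyltransferase chromomethylase and nucleosome assembly factors, with rises of 1.04 to 2.34. The study chose this category on these arrays, so it is not independent evidence. The same holds for his1 and his2b5 below, whose probe sets are in this category. Of 5 histone genes in a list from annotation, 3 rose and 1 fell (3 and 1 when adjusted over the list alone; the list at adjusted p = 0.306, camera). Those that rose were his1 (2.00), the linker histone gene hon101 (1.52, lost without any array other than control replicate 2, adjusted p = 0.0614 to 0.103 from limma) and his2b5 (1.43). The centromeric cenH3 fell (-0.73), by less than 2-fold. With single arrays left out, it stayed past an adjusted p of 0.05 only without control replicate 2 or 3. Of 8 DNA replication genes, 3 rose (4 when adjusted over the list alone; 5 without control replicate 2): the clamp genes pcna1 (1.87) and pcna2 (1.91) and the origin recognition gene orc2 (2.38). For the replicative helicase genes MCM6 and MCM7 the log2 changes were 1.84 (adjusted p = 0.0678) and 1.50 (adjusted p = 0.104). The median of this list was 1.67 (0.93 without control replicate 2), with an adjusted p = 0.0231 (adjusted p = 0.312 with an estimated correlation) that did not hold without the dimmest 50% of the probe sets (adjusted p = 0.137). Of 5 mitosis genes, 1 fell, the checkpoint gene mad2 (-0.81), except without control replicate 3 or LCT replicate 3 (1 when adjusted over the list alone; adjusted p = 0.396 for the list); the cyclin genes cyc1, cyc2 and cyc3 had control intensities of 14.1, 18.4 and 11.4, near the floor of the array. The genes his2b5, cenH3, pcna1, MCM6, MCM7, mad2 and the cyclins were named after their values were seen.

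**Figure D3:**
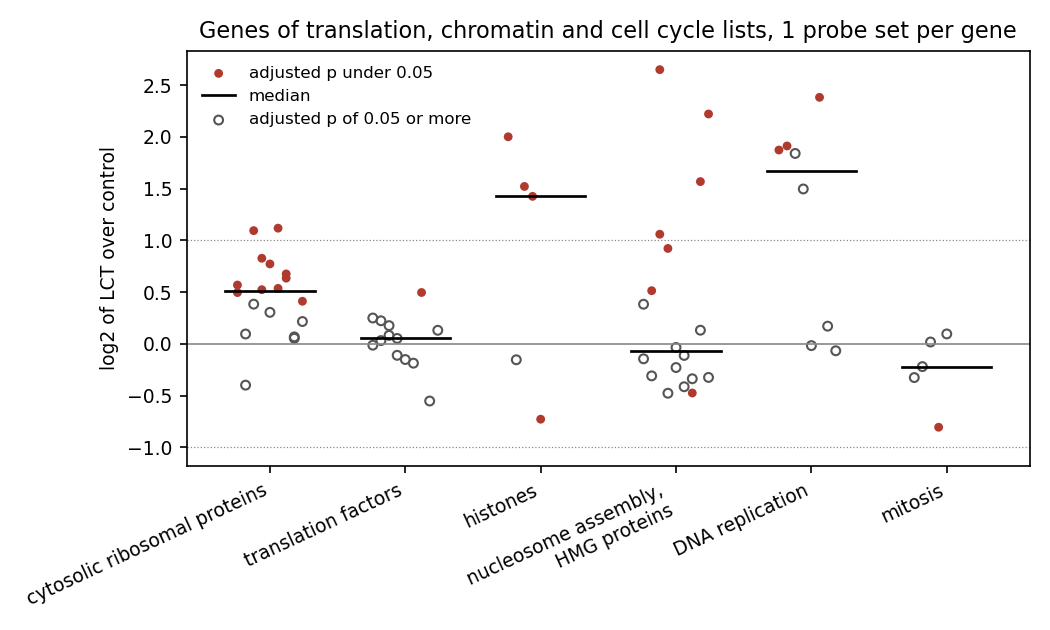
Log2 of LCT over control for each gene of 6 lists, 1 probe set per gene, with filled points for an adjusted p under 0.05, open points for the others, and lines at the medians. DNA replication and histones have the highest medians, 1.67 and 1.43, and that of mitosis is -0.22.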

A similar set of genes with up-regulated expression was observed in LCT (Table 2). Although we were unable to directly compare the ploidy between control and treated tissues, significant increases in nuclear area, nucleolar area, total DNA content and total protein are consistent with wound and ECB-induced endoreduplication in stems. It has been suggested that plants undergo endoreduplication to meet the increased metabolic demands imposed by organisms interacting with the plant [46]. This process may be essential to ECB-induced responses in maize stem tissue.

ECB-induced increases in total DNA, nuclear and nucleolar size appear to be largely regulated by the plant response to wounding. However, responses such as protein increases are significantly more pronounced in LCT suggesting a possible contribution of arthropod-associated plant effectors. One hypothetical effector candidate is the phytohormone IAA, which is present at high concentrations in ECB frass and OS. With the exception of *D* *. grandiosella* , an ECB-related Pyraloidea superfamily member, ECB frass contained >20-fold higher levels of IAA compared to 7 other Lepidoptera pest species consuming a standard artificial diet for rearing (Figure 5C). Through deposition of frass during stem herbivory, ECB are likely to provide IAA to the surrounding feeding tunnel and plant tissues. To mimic the effects of sustained IAA application in maize stalks, we utilized the synthetic analog, 2,4-D. Although IAA has slightly higher affinity for the F-box protein receptor, Transport Inhibitor Response 1 (TIR1), 2,4-D also interacts with TIR1 to promote downstream signaling [70]. Unlike 2,4-D, IAA applied to maize stems was completely metabolized within 12 h. Herbivore-deposited IAA is also likely to be metabolized quickly by plant tissue and deactivated via conjugation by GH3 enzymes encoded by transcripts observed to be highly expressed in LCT [37,71]. 

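The probe set for GH3 had an intensity of 2287, 727 and 1482 in the LCT replicates, against 16.6, 17.7 and 21.4 in the control replicates. The transcript was thus near the lowest intensities of the array in every control sample and above the array median, 223 to 233, in every LCT sample. Its SD in LCT was 779.9 around a mean of 1499 (n = 3). Wounded stems without larvae were not on the arrays, so these values compare LCT with untreated tissue only.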

Due to rapid deactivation, a single application of IAA to maize stem tissue is not sufficient to impact total soluble protein content (Figure 6A and C). It seems that sustained auxin exposure might be required to further increase wound-induced protein levels. Correspondingly, treatment of plants with a more slowly metabolized analog, such as 2,4-D, better mimicked sustained auxin exposure and resulted in significantly increased protein content (Figure 6B and D). These results are consistent with a previous study by Oka and Pimentel, in which maize plants treated with 2,4-D displayed increased protein levels and greater pupation weights for ECB larvae reared on these plants [72]. In field trials, plants exposed to 2,4-D were also infested with ECB at significantly higher rates than unexposed control plants. Similarly, rice plants treated with 2,4-D displayed increased susceptibility to the striped stem borer ( *Chilo* *suppressalis* ) [73]. While potentially informative, the xenobiotic detoxification processes additionally activated by 2,4-D do not directly relate to IAA signaling and collectively complicate interpretation of these results in the context of naturally occurring auxins [62]. Mindful of these complications, as a future testable hypothesis we speculate that the artificially-induced susceptibility mediated by synthetic auxin spraying may be relevant to a naturally occurring micro-scale mechanism that contributes to ECB success against maize.

In contrast to these results, the root-based application of 2,4-D to rice plants increased JA, ET, and transcript levels of numerous defense markers which resulted in a decreased the growth 2^nd^ instar stem borer larvae over a 6 day period [59]. In an attempt to reconcile the finding of this recent rice study and those performed in maize we consider the following experimental differences. In Xin et al., the root systems of hydroponically grown rice were treated with 2 mg L^-1^ 2,4-D for multiple days and *C* *. suppressalis* growth on leaves was monitored [59]. In the present study, surprisingly high levels of IAA were found in maize internode tissues where ECB larvae were feeding. This resulted in the local examination of exogenous IAA and 2,4-D activity at this site with respect to total protein increases previously witnessed during insect feeding. A single application of IAA to stem tissues was rapidly metabolized by the plant and did not promote protein increases above mechanical damage alone (Figure 6A,C). Collectively, differences in plant genera examined, chemicals used, tissues treated, insects assayed, and time frame of the experiments undoubtedly influenced the observed results. Our primary interest was to first characterize the plant responses that occur following actual ECB stem attack. Having first observed improved ECB growth on LCT, which equates to an induced susceptibility, we then found that ECB OS and frass contain significant levels of IAA.

High levels of IAA have not been previously reported in the frass or OS of any Lepidopteran crop pest; however, plant parasitic nematodes are known to manipulate auxin signaling. To establish feeding sites, nematodes secrete an effector that modifies auxin transport resulting in highly localized IAA accumulation [74]. The precise source of IAA in ECB secretions is not known at this time. Auxin biosynthesis is common in microorganisms, and while not identified in insect secretions, bacteria isolated from the gut of the diamondback moth ( *Plutellaxylostella* ), were capable of producing IAA [75]. Recently, gall-inducing sawfly in the genus *Pontania* have been demonstrated to synthesize 20 ng IAA from 1 µg of isotopically labeled tryptophan; however, the source of this metabolic conversion remains unknown [76]. Given the broad host range, economic relevance, and high levels of auxin produced, we propose ECB larvae as an excellent model system to study the biosynthetic origin of IAA in Lepidoptera. Comparative experiments with other Lepidopteran pests that excrete trace amounts of IAA may also aid the understanding of this interaction.

ECB have long been recognized as dramatically damaging pests of maize with leaf feeding by even early instars significantly altering plant growth [6,7,77]. Over 50 years ago, Chiang and Holdway conducted a 4 year field study examining maize internode elongation during controlled infestations with ECB larvae [77]. The authors conclude that “The reduction in the length of internodes began before the borer entered the stalk and at a time when only the leaf blades were injured. Therefore the effect of the borer infestation on the elongation of the internodes must have been brought about by processes other than physical destruction or obstruction of the vascular bundles in the stalk. This fact suggests that the borer feeding on leaf blades could have been responsible for or could have initiated some chemical change which reduces the normal processes of growth, particularly elongation, of the internodes as well as of the leaf blade itself. The chemical changes may involve a phytotoxic secretion produced by the borers or by micro-organisms which may be associated with the borers” [77]. In the final sentence Chiang and Holdway state “The present study has uncovered enough facts to indicate the need for further studies along the lines of plant anatomy, plant physiology, and plant chemistry in association with studies on insect biology”. Advances in analytical biochemistry and molecular biology now make these studies possible.

In Arabidopsis, herbivores such as *P* *. brassicae* and *S* *. littoralis* contain unidentified OS effectors that suppress plant defense responses [3]. While ECB are unable to attenuate stem defense responses in a similar manner, they are able to improve subsequent growth and functionally induce susceptibility. Nutritional indices demonstrate that ECB-stimulated increases in total protein are sufficient to override the negative effects of plant chemical defenses. During foliar ECB herbivory, IAA levels in the OS can be remarkably high, approaching a concentration of 0.1%, and ECB-induced increases in stem nutritional content can be mimicked in part by application of auxins, such as 2,4-D. As an added challenge to understanding signaling and plant responses associated with continuous mechanical damage [78], thus far experimentally mimicking multiple days of sustained cryptic tunneling by ECB larvae has proven difficult. Clearly mechanical damage initiates many of the responses associated with ECB attack; however, the elevated levels of IAA detected in larval OS, frass and stem tissues results in a future testable hypothesis that insect associated auxin may promote further increases in tissue protein accumulation witnessed during herbivory. IAA is deployed by numerous phytopathogenic micro-organisms; however, it has not been previously hypothesized to act as a potential effector in agronomically important herbivores [79]. Our work raises the hypothesis that IAA may exist as a ECB effector, deployed by larvae to condition maize tissues for optimal insect growth. Further experiments aimed at understanding the regulation of ECB-associated IAA production and ultimately the generation of larvae lacking IAA will provide essential tools for this area of research.

## Materials and Methods

### Plant and Insect Materials

Seeds of *Zea mays* (var. Golden Queen) were germinated and maintained as previously described [5]. Briefly, plants were grown in a greenhouse (12 h photoperiod) and temperature was maintained at 24 °C: 28 °C (night: day). Plants were watered daily and fertilized weekly with 1.25 mg L^-1^ Peters 20-20-20 water soluble fertilizer (Scotts). Plants used for studies were approximately 30 days old and had 11-13 leaves. *Ostrinia* *nubilalis* , *Helicoverpa* *zeae* , *Heliothis* *virescens* *,* *Anticarsia* *gemmatalis* , *Agrotis* *ipsilon* *,* *Pseudoplusia* *includens* *,* *Spodoptera* *frugiperda* , *Trichoplusia ni* and *Diatraea* *grandiosella* larvae were supplied by Benzon Research (Carlisle, PA). Third to 5^th^ instar ECB larvae are established pests that tunnel into maize stalks [80]. Prior to infesting plants with ECB, newly molted 5^th^ instar larvae were provided maize whorl tissue for 24 h to simulate the transition from leaf to stem feeding.

### Experimental Treatments

For the microarray and iTRAQ studies, ECB were introduced into leaf sheaths and allowed to bore into the stem. Samples were only collected from plants where ECB had tunneled into developmentally similar stem internodes for 48 h, creating larval conditioned tissues (LCT).

To reduce the variation associated with small sample sizes, each replicate was derived from 3 separate individual plants within each treatment group. For example, 9 individual plants were required generate 3 analytical samples (n=3). Corresponding tissue samples were also collected from plants that were not previously damaged. To better control routine establishment of ECB tunneling, a #1 cork borer was used to create a hole in the stem internode tissue and larvae were encouraged to enter this site using a modified 200 µL pipette tip [5]. At indicated time points, approximately 2 cm stem sections were collected around the initial site of cork borer damage (wound treatment) and established ECB feeding tunnels. Similar untreated control tissues were also collected from untreated plants. Epidermal tissue was uniformly avoided by larvae that had established feeding tunnels; thus, epidermal tissue was excluded from all internode tissue analyses. For application of indole-3-acetic acid (IAA) and 2,4-dichlorophenxyacetic acid (2,4-D), a hole was made with a #1 cork borer in the middle of the second and third nodes from the base of the stem and a 50 µl solution containing 1µg µl^-1^ IAA or 2,4-D prepared in 5% (v/v) methanol/ water was applied to the wound site. Wound controls were treated with an identical solution lacking auxins. The wound site was sealed with parafilm to reduce drying and samples were collected at 48 h.

### Gene Expression Analysis

RNA from stem tissue was extracted using a modified TRIzol® reagent (Invitrogen, Carlsbad, CA) protocol described previously [5]. Two µg of RNA were reverse transcribed into cDNA using RETROscript® First Strand Synthesis Kit (Applied Biosystems, Carlsbad, CA). cDNA was diluted 10-fold prior to quantitative real-time PCR (qRT-PCR) which was performed and analyzed as previously described [5]. Relative expression levels were determined for three independent biological replicates each of which consisted of a pool from three separate plants and all the reactions were run in triplicate. Threshold cycle (Ct) values for *early nodulin 93-1* (*Enod93-1*), *early nodulin 93-2* (*Enod93-2*), and *indole-3-acetic acid-amido synthetase* (*GH3*) were normalized to *histone deactelyase* (HD). The values for *Pathogenesis-related 10* (*Pr10*)*, Sucrose synthase-1*(*Sh-1*)*, Lipoxygenase 1* (*Lox1*) *Lipoxygenase 2* (*Lox2*)*,* Maize protease inhibitor (Mpi) and Auxin binding protein *20* (*Abp20*) were normalized to the housekeeping gene encoding *eukaryotic translation initiation* factor *4B* (*ETIF*). The Ct values for cytosolic *glyceraldehyde-3-phosphate dehydrogenase-3/4* (*Gpc3/4*) were normalized to *Ribosomal protein L17* (*RpL17*). The levels of each gene transcript were calculated relative to its corresponding untreated control. Fold-changes of RNA transcripts were calculated by the 2^-ΔΔCt^ method [81]. The specificity of real-time PCR products were verified with dissociation curves. The gene-specific oligonucleotides are listed in Table S4.

### Microarray analysis using Affymetrix GeneChip Maize Genome Arrays

RNA was extracted from 48 h untreated control and ECB-damaged internode tissues as described above. Three biological replicates, each replicate consisting of 3 individual plants pooled, were analyzed for each treatment and samples were DNase treated prior to Affymetrix GeneChip maize genome array (13,339 genes) analyses performed by the University of Florida Interdisciplinary Center for Biotechnology Research Gene Expression Core. Samples were prepared and data was analyzed as previously described [40]. The microarray analysis (GSE46475) has been submitted to the NCBI-Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE46475) as a permanent repository.

### Biochemical Analyses

Benzoxazinoids were quantified using reverse phase HPLC as previously described [82]. Concentrations of 18-carbon free fatty acids, A- and B-series kauralexins, IAA and 2,4-D were measured using the vapor phase extraction coupled with gas chromatography / chemical-ionization mass spectrometry (GC/CI-MS) described by Schmelz et al. [8,83]. For the analysis of ECB OS, 4 individual 5^th^ instars previously feeding on plant tissue for 24 h were gently pinched with tweezers causing a regurgitation of 1-3 µL of OS per larvae which was collected into capillary tubes. Each sample was derived from a separately collected OS pool of approximately 5-10 µL each. From each separate pool, a 2 µL OS aliquot was added to 100 µls of 9:1 MeCl_2_: MeOH immediately prior to derivatizing the sample with trimethylsilyldiazomethane and subsequent GC/CI-MS analysis [8,83]. Frass from Lepidoptera larval reared on leaf, stem and standardized artificial diet (Benzon Research) were collected from many individuals within 1h of excretion to create individual 50 mg samples which were then processed identically to a plant samples. Larvae were held on these diets for at least 24 h prior to frass collection. Glucose, fructose and sucrose concentrations were quantified as previously described [84,85]. Total soluble protein was extracted from 0.5 g stem internode tissue in 1 ml protein extraction buffer (10 mM Na_2_HPO_4_, 15 mM NaH_2_PO_4_, 100 mM KCl, and 2 mM EDTA). Samples were centrifuged for 15 min at 10,000 x g at 4^°^C and quantity of protein in the supernatant was determined using the Quick Start™ Bradford Dye Reagent (BioRad, Hercules, CA) [86]. Proteins were extracted from a total of six biological replicates for control, wound, and LCT treatments.

### iTRAQ Protein Separation and Data Analysis

Samples for iTRAQ were processed and analyzed as previously described with the following modifications [87]. Peptides were labeled using the iTRAQ Reagents Multiplex kit (applied Biosystems, Foster City, CA). Peptide samples from four control biological replicates were labeled with iTRAQ tags 113, 114, 115, 116 and peptide samples extracted from LCT were labeled with iTRAQ tags 117, 118,119 and 121 (Fig. S2). Equal quantities of protein were used for each treatment and the protein fold changes were relative to a control biological replicate labeled with the 113 isobaric reagent. The MS/MS Data was processed by a thorough search considering biological modifications against NCBI green plants FASTA database (2,841,664 entries, downloaded on September 9, 2009) using the Paragon algorithm of ProteinPilot v 4.0 software suite (Applied Biosystems, USA) [88]. As a conservative estimate of differential expression, a protein had to be quantified with at least three spectra (allowing generation of a *P*-value), a *P* <0.05, and a ratio fold change of at least 1.5 in more than two independent experiments.

### No Choice Feeding Assay with ECB

As described above, stem sections (2 cm) were collected from control, wound, and LCT treatments after 48 h. Tissue was weighed and placed into sterile 12-well tissue culture plates (Fisher Scientific, Vernon Hills, IL). For each stem section, a newly molted 5^th^ instar ECB previously maintained on artificial diet was weighed and placed on the stem tissue. After 24 h, the stem tissue, ECB larvae, and frass were weighed to determine the amount of tissue consumed and the percent weight gain for each ECB. A total of 11 ECB were used for each treatment. The nutritional indices were measured as described in Scott et al. [56]. The indices calculated included the consumption index (CI = stem mass ingested / (larval mass gain * number of days)), approximate digestibility (AD = (stem mass ingested – frass)/ stem mass ingested), the efficiency of conversion of ingested food (ECI = larval mass gain / stem mass ingested), and the efficiency of conversion of absorbed food (ECD = larval mass gain / (stem mass ingested – frass)). Percent mass gain was calculated as: [(mass gain in 24 h /initial mass) * 100] and the calculation of RGR utilized was as described by Waldbauer [89].

### Tissue Preparation and Microscopy Techniques

Tissue samples for analysis with light microscopy were fixed overnight in 50% (v/v) ethanol, 5% (v/v) glacial acetic acid and 10% (v/v) formaldehyde in water. The nuclei were imaged using a Leica Model DmIL inverted fluorescent microscope with integrated modulation contrast. Digital photographs were made using a Nikon Ds-Fi1 CCD camera attached to the microscope and connected to a computer with Nikon NIS-Elements imaging software (v 3.00) and Adobe CS5 Extended software (v 12.0.4x32).

### Statistical Analyses

With the exception of the percent weight gain data that was arcsine square root transformed, all data was square-root transformed prior to statistical analysis [90]. Analysis of variance (ANOVA) and Tukey HSD tests were used to make multiple comparisons among control, wound, and ECB samples. A Student’s *t*-test was used to make comparisons between two treatments. All statistical analyses were performed with JMP 4.0 (SAS Institute, Cary, N.C.).

## Supporting Information

Figure S1 **Previous ECB stem attack for 48 h subsequently supports enhanced ECB growth.** **A**, Average (*n* = 18, + SEM) percent mass gain of 5^th^ instar ECB larvae over a 24 h period on control (C) and larval-conditioned stem tissues (LCT). **B**, Average (*n* = 3, + SEM) total protein extracted from control (C), wounded (W), and larval-conditioned stem tissue (LCT) after 24 h. **C**, Average (*n* = 3, + SEM) glucose, fructose and **D**, free stearic (18: 0), oleic (18:1), and linolenic acid (18:3) in control (white bars), wound (grey bars), and larval-conditioned tissue (LCT, black bars) after 48 h. Significant differences are indicated by asterisk (Student’s *t*-test, *P* < 0.05), not significantly different (n.s.d) indicates *P* > 0.05 for ANOVAs.
(TIF)

Figure S2 iTRAQ experimental design illustrating the comparison of proteins extracted from untreated control and ECB-LCT tissue after 48 h.
(TIF)

Table S1 Microarray analysis of gene expression comparing untreated, control stem tissue to 48 h ECB damaged stem tissue.

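Table S1 lists, for every probe set of the array, the normalized intensity of each of the 3 control and 3 LCT samples, the fold change between the groups, and a P value. The copy available here holds the first 1619 of its 17734 rows, sorted by fold down to 1.93, so it shows the up-regulated genes and none of the down-regulated ones. In these rows the intensities equal the deposited values to within 0.05, and the fold is the ratio of the geometric means of the groups, within 5.1e-04 on the log2 scale. Its P lies within 8.4% of the P from an equal-variance t statistic on log2 values after Benjamini-Hochberg adjustment over all probe sets, the control probe sets included. Of the rows held, 1134 have a P under 0.05 and a fold of at least 2 in the paper's own values. For example, the row of Mpi has a fold of 135 in the paper's table, and the log2 change from limma on the same intensities is 7.07.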

(XLSX)

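Table S2 groups selected probe sets of Table S1 into 7 categories and gives the annotation, fold and P of each. All 163 entries could be matched to a single probe set by their fold and P. Several entries share an annotation, because the array carries more than 1 probe set for many transcripts: chromatin remodeling, for example, holds 12 probe sets annotated as histone H4. A fold under 1 marks a lower intensity in LCT, as for the ETHYLENE INSENSITIVE3-like 1 probe set, from 1175 ± 435 (SD, n = 3) in control tissue to 441 ± 42.0 (SD, n = 3) in LCT (adjusted p = 0.0105 from limma). The categories were assigned by the authors, and the paper's text does not say how members were picked.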

Table S2 Categories of genes that were differentially regulated in response to 48 h ECB feeding.
(XLSX)

Table S3 List of 171 proteins identified by LC-ESI MS/MS analysis when comparing 48 hr control and ECB-damaged maize stem tissue.
(XLSX)

Table S4

# Supplementary material for: European Corn Borer (Ostrinia nubilalis) Induced Responses Enhance Susceptibility in Maize
**Source:** PLoS One. 2013 Sep 2;8(9):e73394. doi: 10.1371/journal.pone.0073394
**Supplement:** Table S4

Supplemental Table IV. *Primer sequences used for qRT-PCR analyses*

**Symbol**	**NCBI**		**Forward Primer**	**Reverse Primer**	**Amplicon Size (bp)**
	**Accession**	**No.**			
<i>Pr10</i>	NM_001137540		GTTTCTGCTACCTGTCTGACC	TGTACCTGATGCACTGCTTG	93
<i>Sh-1</i>	NM_001111941		ACTGATAGCACTCTTTTCCAGG	GGGTGCATACTTCTCCTTGTC	115
<i>Lox1</i>	DQ335760		TCGTCGCACTAGTTGTTTGC	TCCTCACGTAGCGACTTCTG	112
<i>Lox2</i>	DQ335761		TCCTGGAAGGCTACCTCCTC	ACCATCTGTAGCGGGAAGT	132
<i>Mpi</i>	EU972028		GGTGATTCTGGCGGACAAG	ACACGGTCGAACCCAAAG	90
<i>Abp20</i>	NM_001137400		CACTTCCAGTACAGCCACG	CACCTTGTTACGACCTCC	132
<i>GH3</i>	NM_001158280		AGATGCCCCTAATGAACCTG	GTTCTTGAAGTGTTGCTCTTG	149
<i>Enod93-1</i>	NM_001138337		TGAACATCGATCTGCTACTGC	GACCACATAAGCGTACTAGGG	143
<i>Enod93-2</i>	NM_001153581		GCACCTCAAGAACACCTCC	ACTGACGAACTGAAAGAGGC	116
<i>Gpc3/4</i>	U45856		GGTGTC AACGAGAAGGAGTAC	AGTGATGGCATGAACAGTGG	147
<i>ETIF</i>	NM_001157877		AGCCAAGAGAAGTGGTGC	TTCCTTAAGATCCACCTTCAGAAG	149
<i>HD</i>	NM_001111607		CCTGGTGTCAAATGCAAGAG	TGTCATTGTCACCTTCATAGTACC	148
<i>RpL17</i>	AF034948		CTGAGGGTCCACTTCAAGAAC	CAACACCTCCACAGTATCTCC	139

How the deposited data were processed for this re-analysis (not part of the article)

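RNA from the internal tissue of maize stem internodes (Golden Queen) was measured on the Affymetrix maize genome array in 3 control samples and 3 samples infested with ECB for 48 h (LCT), each from 3 pooled plants. The plants were 30 days old by the paper and 32 days old by the sample labels. The deposited values are intensities on a linear scale that the authors had normalized between arrays and summarised to 1 value per probe set; the sources used here do not name the method. From these deposited intensities log2 values were computed without further scaling or a pseudocount. The table holds 17734 probe sets with 0 missing values, and 113 Affymetrix control probe sets were left out of the tests. The values of the 1619 rows of Table S1 that were at hand, of 17734, equal the deposited ones.

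LCT was compared with control by a linear model with empirical Bayes variances (limma 3.58.1 in R 4.3.3), without covariates, with Benjamini-Hochberg adjustment over 17621 probe sets. A probe set was called at an adjusted p under 0.05 and a change of at least 2-fold. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. The p-values describe the spread between pooled samples; the number of arrays limits the precision. The limma test was tried on simulated data at an adjusted p under 0.05, without the 2-fold threshold. Of 200 changed probe sets each, it recovered 65.0% of log2 changes of 1, 92.5% of changes of 2 and 97.5% of changes of 4 among 17621 probe sets. Of its calls 6.76% were false, and with no change it made 1 call. The simulated noise was independent, with no array standing apart as control replicate 2 does. These shares therefore do not describe the calls made here at 2-fold.

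Probe sets were named from the platform annotation (1453 probe sets, 1108 genes, of which 1060 were found in the RefSeq table for Zm-B73-REFERENCE-NAM-5.0) and from the rows of Table S1 and the entries of Table S2, so that 2627 probe sets had a name from any of these sources. The 163 entries of Table S2 were assigned to probe sets by fold and P, and each category was counted at the thresholds given above. Gene lists were defined by words in gene titles and by symbols, with the probe set of the highest mean over all arrays for each gene; members were counted at an adjusted p under 0.05 without a fold threshold, over all probe sets and over the list alone. Lists of at least 3 members were tested with camera (preset correlation 0.01), with camera at an estimated correlation and with fry, and adjusted over the lists. Several lists share probe sets with Table S2, and for these they are not independent of the study's choice. Lists for Aux/IAA, auxin response factor, auxin conjugation, SAUR, WRKY and nucleolar genes had no member in the platform annotation, from which lists were drawn, and gave no result; Table S2 names probe sets for part of these families, which were counted in its categories. The median deviation of each list in control replicate 2 was compared with 10000 random lists matched on mean expression. The samples, the tests, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined, when the values printed in the paper and in the visible parts of its supplementary tables had been seen; lists of nucleosome and of histone-modifying proteins were added later. Named are every gene the paper names for its arrays, quantitative PCR or proteins that has a probe set, the 10 annotated genes with the largest rise and the 10 with the largest fall among those past the adjusted p of 0.05 with separated groups, and, of each category and list, the 2 members past the threshold with the largest rise and the 2 with the largest fall; others are marked as chosen after their values were seen. Of the reference genes for quantitative PCR, HD had a log2 change of -0.01 (adjusted p = 0.975), and ETIF and RpL17 had no probe set in the name tables.

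Alternatives were a t-test, a Welch test with separate variances, a trended robust prior, quantile, median and cyclic loess scaling, filters on dim probe sets, on control probe sets and on probe sets with shared probes, other thresholds, a floor at the 5th percentile, array weights, the replicate number as a block, the mean of all probe sets of a gene, and leaving out each array in turn. The t-test, called the methods' t-test here, is the Student's test that the paper names for comparing a pair of treatments, but run on log2 values with equal variances and Benjamini-Hochberg adjustment; the paper gives it for data after a square-root transform and refers the analysis of its arrays to an earlier description. The scalings named above moved the median log2 change of all probe sets from -0.04 to at most -0.01. The proteins and metabolites of the study were not part of the deposited data used here.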

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

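Of the tests in this part, the one for low oxygen was chosen only after the result was seen. The paper analysed these arrays; 4 gene lists whose members shifted in LCT against other genes (camera) are given here because its text does not discuss their array signals as groups, although it reports the rise of Gpc3/4, of the anaerobic list. The DNA replication genes had a median log2 change of 1.67 (0.93 without control replicate 2; adjusted p = 0.0231, adjusted p = 0.312 with an estimated correlation). The photosynthesis genes had a median of -0.57 (adjusted p = 0.00748, adjusted p = 0.538 with an estimated correlation), and 4 of 10 fell (4 when adjusted over the list alone; 2 without control replicate 3, 1 without LCT replicate 1 and 2 without LCT replicate 3), most of all psbs1 (-1.60) and lhcb6 (-1.28; adjusted p = 0.0519 without LCT replicate 1). The list called secondary wall and vascular held cellulose synthase and brittle stalk genes. It took in cellulose synthase genes by title, whichever wall they serve, so its shift is not one of secondary walls alone. Its median was -0.89 (adjusted p = 2.5e-04 with camera, adjusted p = 0.414 with an estimated correlation). Of its 15 genes, 10 fell (13 when adjusted over the list alone), most of all the cellulose synthase gene cesa5 (-1.59) and the brittle stalk gene bk2 (-1.32). Another member, Bk2L6, named after its values were seen, rose by 0.45 on the log2 scale, but not past an adjusted p of 0.05 without control replicate 1 or any single LCT array.

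Of 9 anaerobic and fermentation genes, 7 rose and 1 fell (8 and 1 when adjusted over the list alone), with a median of 2.97 (adjusted p = 7.3e-05, adjusted p = 0.338 with an estimated correlation): the pyruvate decarboxylase genes pdc1 (8.16) and pdc2 (5.82) rose most and the hemoglobin gene Hb2 fell (-2.32), gpc4 rose too, and so did, named after their values were seen, pdc3 (2.54), the alcohol dehydrogenase genes adh1 (2.28) and adh2 (3.55), and the hemoglobin gene Hb (4.60), while the median of the list was -0.66 in control replicate 2 relative to the other controls. Hybridization shared between paralogs was examined by the endings that mark shared probes: 5 members (pdc1, pdc2, pdc3, gpc4 and Hb) were up-regulated by probe sets without them. These endings cannot decide the question. A probe set without them can still match several transcripts, as the one for 60S ribosomal protein L13 does by its annotation in Table S2. Low oxygen in the damaged stem is a candidate explanation. It would raise the glycolysis genes known to be induced without oxygen, eno1 (0.71, adjusted p = 0.0152 from limma), ald1 (0.67, adjusted p = 0.0329) and phi1 (1.93, adjusted p = 5.6e-04). These would rise above the aerobic glycolysis genes eno2 (0.53, adjusted p = 0.0122), gpc1 (0.34, adjusted p = 0.0395) and gpc2 (0.81, adjusted p = 0.00145). The 3 genes on each side all rose, and the medians differed by 0.18. Only eno1 and eno2 encode the same enzyme, so the sides are not matched. The enzyme of gpc1 and gpc2 is that of gpc3 and gpc4. Of these, gpc4 rose more (2.97) and gpc3 did not pass, but both belong to the list to be explained. Low oxygen and a general rise of glycolysis cannot be told apart with these genes. A response to wounding or to the larvae themselves stays open as well, since every LCT array carries both; by the paper's quantitative PCR, Gpc3/4 transcripts rose with wounding alone too, and for the other members this was not tested.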

How the results depend on the processing

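Of the settings below, the methods' t-test with the control probe sets kept was chosen only after seeing the data. The counts of 1407 up- and 1249 down-regulated probe sets stayed within 1.5 times under the other settings tried, except for 618 and 405 with the Welch test (the cause was not tested), 837 and 787 without the lowest 50% of probe sets, which tests fewer, and 2891 and 2706 without a fold threshold or 2328 and 2140 at 1.5-fold, which admit smaller changes. The share of up-regulated probe sets, 53.0% of the calls, was 48.1% with array weights, 48.4% without control replicate 2, and 51.5% to 60.4% under the other settings, highest with the Welch test. The 10 ways to split the 6 arrays 3 against 3 are too few for a share under 0.05: only the real split, 1 of them, gave as many as 1407 and 1249, and the highest count of another split was 0. Of the 163 Table S2 probe sets, 83 passed with the Welch test, 122 and 112 where dim probe sets or those with shared probes were left out, and 154 to 162 with 1 array left out. Of 29 gene lists, 10 shifted with camera at its preset correlation, 0 with an estimated correlation (3 at an unadjusted p under 0.05), and 23 with fry, which does not compare a list with other genes; DNA replication was lost without the lowest 50% of probe sets (adjusted p = 0.137) and aquaporins were gained without control replicate 2 (adjusted p = 0.00461) and with array weights (adjusted p = 0.0177). Members that rose numbered 99 (43 with the Welch test), and members that fell 65 (39 with the methods' t-test, 19 with the Welch test, 31 at an adjusted p under 0.01, 121 with array weights, and 34 to 93 with 1 array left out, lowest without LCT replicate 3 and LCT replicate 1, at 38, and highest without control replicate 2); the causes were not tested. Of 120 named probe sets 109 were called and 62 of these under every setting that tested them, with no change of sign while called. A probe set that a filter left out was not counted as lost there. The call was lost by 47 with the Welch test and by 18 with the methods' t-test. With the replicate number as a block the counts were 1332 and 1181, with 163, 11, 87 and 51 for Table S2, the lists and their members that rose and fell, and peroxidases gained (adjusted p = 0.0249), but the numbers do not pair the samples: across probe sets, which are not independent, residuals of arrays with one number correlated at -0.087 to 0.066 and others at -0.076 to 0.075. Signal over background limits the dim genes, for which folds depend on control values near the low end of the scale.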

Differences from the paper's values

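Of the settings here, the methods' t-test (run on log2 values with Benjamini-Hochberg adjustment, which the paper's methods do not state for the arrays) with the control probe sets kept was chosen only after seeing the values. For chromatin remodeling the paper gives 1 down-regulated gene, and here 0 probe sets of this category were down-regulated with limma (0 at an unadjusted p under 0.05, since all 46 rose). The value differs from the paper's under all of the alternatives set before the data were examined, none of which has a value that meets the paper's, and under the methods' t-test with the control probe sets kept; because the members are those of Table S2, which lists no probe set of this category with a fold under 1, none of these settings could have given another count. The paper gives a rise of 2-fold or more for its up-regulated categories and states no p threshold for its totals of 1135 up- and 893 down-regulated probe sets; at an adjusted p under 0.05 and at least 2-fold, limma gave 1407 and 1249, the methods' t-test 1129 and 878, and the same test with the control probe sets kept 1134 and 878, which drops none of the 163 Table S2 probe sets. For glutathione S-transferases the paper gives 19 up-regulated and 18 were up-regulated here, where the Table S2 entries, 19 in all, include GST 38 with a fold under 1 in the paper's own table. The other category counts equal the paper's.

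The paper names Sh-1 as the one gene, of those encoding the increased proteins, without significant up-regulation on the array. Here 2 of its 3 probe sets passed: one at a log2 change of 1.29 (adjusted p = 0.00513 with limma, 0.0281 with the methods' t-test and 0.0732 with the Welch test; fold 2.44 and P 0.0283 in the paper's Table S1), and one at 2.76 (adjusted p = 0.0122, and 0.0574 with the methods' t-test). The call of the second was lost with the Welch test, at an adjusted p under 0.01, without LCT replicate 3 (adjusted p = 0.0535), and with the methods' t-test with or without the control probe sets; the remaining probe set had an adjusted p of 0.209. The Welch test is the one setting tried under which no Sh-1 probe set passes, as the paper has it. For Gpc3/4 the paper states significant up-regulation, and gpc4 passed (adjusted p = 0.00903), whereas gpc3 did not, at adjusted p = 0.0999, 0.578 and 0.701 for its 3 probe sets.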

Other observations

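Of the results here, the lists of nucleosome and of histone-modifying proteins, the tests of control replicate 2 on tissue markers and on anaerobic genes, and the genes outside the naming rule (tubg1, TUBG2, NIP2-1, gln3, HSP60-1, hsp18c, PLC, pal3, BM1, spp1, cys2, Nrt1.1 and gl1, gl8, fae2 and PLTP) were chosen only after the values were seen. Of 12 tubulin genes, 10 fell (10 when adjusted over the list alone), with a median log2 change of -1.12 (adjusted p = 7.3e-05, camera; adjusted p = 0.312 with an estimated correlation) and of -0.23 in control replicate 2 relative to the other controls. The beta-tubulin gene TUBB2 fell from 4517 ± 291 (SD, n = 3) in control tissue to 574 ± 156 (SD, n = 3) in LCT, a log2 change of -3.01 (standard error 0.20, adjusted p = 2.5e-04 from limma), followed by tub3 (-1.98), tua6 (-1.57), tub4 (-1.30), tub6 (-1.28), tua5 (-1.27), tubg1 (-0.96), tub7 (-0.66), tub5 (-0.64) and tua4 (-0.51), while TUA1 (-0.00) and TUBG2 (-0.15) did not pass; tub4 lost its call without control replicate 3, LCT replicate 1 or LCT replicate 3 (adjusted p = 0.0528 to 0.0586). Of 26 aquaporin genes, 5 fell and 1 rose (5 and 1 when adjusted over the list alone; adjusted p = 0.196 for the list), among them PIP1-5 (-1.83), TIP4-4 (-1.56; adjusted p = 0.0523 without LCT replicate 3) and NIP2-1 (-1.43); without control replicate 2, where their median was -0.50 relative to the other controls, 14 fell and 3 rose (adjusted p = 0.00461). Of 15 cell wall loosening genes, 1 rose, the expansin gene expA4 (3.23), and 2 fell, expB6 (-1.14) and expB7 (1 and 1 when adjusted over the list alone; adjusted p = 0.844 for the list); without control replicate 2, where their median was -0.22, 2 rose and 5 fell, without control replicate 1 or LCT replicate 2, 1 fell, without LCT replicates 1, 2 or 3 expA4 was not called, and without control replicate 3, LCT replicate 1 or LCT replicate 3 no fall was. In the list of epidermis and cuticle none of 4 genes passed an adjusted p of 0.05 with limma or an unadjusted p of 0.05 (adjusted p = 0.721 for the list); without control replicate 2, 1 rose and 3 fell. Of 6 phenylpropanoid and lignin genes, pal3 (-0.49) and BM1 (-0.90) fell (2 when adjusted over the list alone; adjusted p = 0.396 for the list); 1 fell without control replicate 1, control replicate 3 or LCT replicate 2 and none without LCT replicate 1 or 3, and 1 rose without control replicate 2.

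Both tryptophan synthase genes with a probe set rose (2 when adjusted over the list alone), TSB2 by 4.12 and TSB1 by 1.64 on the log2 scale. In sucrose breakdown, 3 of 9 genes rose and 1 fell (3 and 1 when adjusted over the list alone; adjusted p = 0.362 for the list): the cell wall invertase gene incw1 (5.68), the fructokinase gene frk1 (3.50) and sh1 rose, and ivr2 fell. In sucrose synthesis and transport, 2 of 4 rose and 1 fell (2 and 1 when adjusted over the list alone; adjusted p = 0.743 for the list): the sucrose-phosphatase gene SPP2 (3.42) and spp1 (0.38, not without any single array other than control replicate 2) rose, and the sucrose transporter gene sut1 fell (-2.54). Of 13 nitrogen assimilation and transport genes, 3 rose and 3 fell (4 and 4 when adjusted over the list alone; 5 rose without LCT replicate 2 and 2 fell without LCT replicate 1 or 3; median -0.02 but mean 0.59; adjusted p = 0.749 for the list), with a median of -0.35 in control replicate 2 relative to the other controls; the glutamine synthetase genes GLN6 (5.37) and gln3 (3.48) and the nitrate reductase gene NNR1 (3.51) rose, and nar (-3.39), gln2 (-2.10) and Nrt1.1 fell. Of 9 heat shock protein genes, 4 rose and 2 fell (5 and 2 when adjusted over the list alone; 1 fell without any single array other than control replicate 2; adjusted p = 0.242 for the list), hsp18f (2.48; adjusted p = 0.0735 to 0.107 without an array other than control replicate 2) and hsp18a (1.72) above HSP60-1 (1.56) and hsp18c (1.34). Of 4 fatty acid desaturase and lipase genes, PLD1 (1.84), FAD8 (1.40; adjusted p = 0.0566 without control replicate 3 and 0.0571 without LCT replicate 3) and PLC (0.82) rose and fad7 fell (-1.65; adjusted p = 0.0602 to 0.0859 without control replicate 3, LCT replicate 1 or LCT replicate 3), the same counts of 3 and 1 when adjusted over the list alone (adjusted p = 0.196 for the list). Of 7 protease genes, 4 fell, most of all see2a (-1.69), and cys2 rose (0.78; 4 and 2 when adjusted over the list alone; 2 fell without control replicate 3 and 1 without LCT replicate 3, and 2 rose without LCT replicate 1; adjusted p = 0.306 for the list). Of 18 nucleosome assembly and HMG genes, 6 rose and 1 fell (6 and 1 when adjusted over the list alone; 4 rose without LCT replicate 1 or 3 and 2 fell without control replicate 2, but none without control replicate 3 or any single LCT array; median -0.07 but mean 0.37; adjusted p = 0.396 for the list), nfd106 (2.65; adjusted p = 0.0837 to 0.103 without an LCT array) and nfd101 (2.22) most. Of 48 genes for histone-modifying, DNA-methylating and methyl-binding proteins, 7 rose and 9 fell (7 and 9 when adjusted over the list alone; 3, 4 and 3 fell without LCT replicates 1, 2 and 3, and 6 without control replicate 3; adjusted p = 0.362 for the list), with a median of 0.43 in control replicate 2 relative to the other controls; met5 (2.34) and cha101 (1.59) rose and met2 fell (-1.12; adjusted p = 0.0906 to 0.114 without an array other than control replicate 2).

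Control replicate 2 stood apart from the other controls: 748 probe sets were at least 2-fold above and 1100 at least 2-fold below their mean there, against 558 and 205 for control replicate 1, 444 and 103 for control replicate 3, and at most 133 and 100 for an LCT array. RNA degradation is argued against: it raises the difference between the 3′ and the 5′ probe sets, and although 2 of 3 control transcripts lay outside the range of the other 5 arrays, all 3 lay below both other controls. Some LCT-like RNA in control replicate 2 would raise the anaerobic genes. Their median there lay at percentile 0.1 of 10000 random lists matched on mean expression, so for these genes it is argued against. For the rest it cannot be told. Of the other lists that shifted upward in LCT, the pathogenesis-related genes lay high, at percentile 99.98 (median 1.34), as such RNA would give. The glutathione transferases lay low, at 0.415 (median -0.20), against it. DNA replication at 4.89 (median -0.25), protease inhibitors at 88.2, the jasmonate list at 75.8 and ribosomal proteins at 28.1 lay less far out and do not decide. The tubulins, which fell in LCT, lay low, at 1.87, as such RNA would give. Of the deviating probe sets, 67.4% went in the direction of LCT (64.6% of 2071 measured from control replicate 1 and 70.3% of 1725 from control replicate 3), between the bounds of 60% and 75% set for the test. Another mix of tissues is a candidate explanation. The epidermis and cuticle genes had a median of -2.57 relative to the other controls (percentile 0.02), with all 4 lower by at least 2-fold. These were gl1 (-1.07), gl8 (-1.82), fae2 (-5.04) and PLTP (-3.33). The dissection was of internal tissue, however, and all 4 had mean control intensities of 129 to 3175. The photosynthesis genes lay at percentile 60.4. The secondary wall and vascular list, which takes in cellulose synthase genes whichever wall they serve, lay at 24.2. A biological difference between the pooled plants stays open and was not tested.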
